# Microbial functional genes enriched in the Xiangjiang River sediments with heavy metal contamination

**DOI:** 10.1186/s12866-016-0800-x

**Published:** 2016-08-08

**Authors:** Shiqi Jie, Mingming Li, Min Gan, Jianyu Zhu, Huaqun Yin, Xueduan Liu

**Keywords:** GeoChip, Microbial functional gene, Heavy metal contamination, Metal resistance, Xiangjiang river

## Abstract

**Background:**

Xiangjiang River (Hunan, China) has been contaminated with heavy metal for several decades by surrounding factories. However, little is known about the influence of a gradient of heavy metal contamination on the diversity, structure of microbial functional gene in sediment. To deeply understand the impact of heavy metal contamination on microbial community, a comprehensive functional gene array (GeoChip 5.0) has been used to study the functional genes structure, composition, diversity and metabolic potential of microbial community from three heavy metal polluted sites of Xiangjiang River.

**Results:**

A total of 25595 functional genes involved in different biogeochemical processes have been detected in three sites, and different diversities and structures of microbial functional genes were observed. The analysis of gene overlapping, unique genes, and various diversity indices indicated a significant correlation between the level of heavy metal contamination and the functional diversity. Plentiful resistant genes related to various metal were detected, such as copper, arsenic, chromium and mercury. The results indicated a significantly higher abundance of genes involved in metal resistance including sulfate reduction genes (dsr) in studied site with most serious heavy metal contamination, such as cueo, mer, metc, merb, tehb and terc gene. With regard to the relationship between the environmental variables and microbial functional structure, S, Cu, Cd, Hg and Cr were the dominating factor shaping the microbial distribution pattern in three sites.

**Conclusions:**

This study suggests that high level of heavy metal contamination resulted in higher functional diversity and the abundance of metal resistant genes. These variation therefore significantly contribute to the resistance, resilience and stability of the microbial community subjected to the gradient of heavy metals contaminant in Xiangjiang River.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12866-016-0800-x) contains supplementary material, which is available to authorized users.

## Background

Xiangjiang River, origined from Guangxi province, is the largest river in Hunan province, covering an area of 94,660 km^2^ and occupying 90.2 % of the total area in Hunan province [1]. Called as “the mother river of Hunan”, it takes charge of agricultural irrigation, fishery breeding, navigation, receiving pollution and supplying drinking water for residents [2]. However, numerous ores used for mining, mineral processing, and smelting of non-ferrous and rare metals are located in Xiangjiang valley [3], giving rise to serious heavy metal contamination (e.g., Cd, Cu, Zn, Pb, Hg) [4] in the river and a enormous health menace to approximately 70 million people.

Heavy metal is considered to be one of the greatest threats to the ecosystem of aquatic environment due to their high biotoxicity, perdurability and the bio-enrichment ability in food chain [5]. Heavy metals like Hg, Pb, As, Cd and Cr, which are defined as the primary toxic metals to biology, generally accumulate in soils and waters, bringing a serious diseases or even death to biosome. Plenty of studies that involving the effect of metal contamination on microbial community in aquatic ecosystem have been conducted. At present, these researches focused on the biomass and phylogenetical analysis of microbial response to heavy metal contamination. For example, the microbial communities in two sediment samples with different metal concentrations are clearly different, having bacteria in the taxa Acidobacterium (18 %), Acidomicrobineae (14 %), and Leptospirillum (10 %) in the slightly-polluted sediment and Methylobacterium (79 %) and Ralstonia (19 %) in the heavily-polluted sediment [6]. These are both well-known metal-resistant bacteria. And a previous study revealed that high pore-water Zn and As concentrations would bring the decrease of microbial biomass [7], and the enhance of sulfate reduction rates [8] suggested that metal contamination possibly has a obvious influence on the microbial abundance and activity. However, Chodak et al. [9] found that pyrosequencing demonstrated the effect of high heavy metal contents on soil microbial community measured was weak, and the abundance of most phyla stayed stable.

With regard to facing various anthropogenic and climatic fluctuations, the biodiversity of an ecosystem is pretty crucial for its functioning [10, 11]. It is widely accepted that an ecosystem whose biodiversity is higher is easier to achieve greater stability under disturbance [12, 13], because multiple communities living together can efficiently make use of available resources and work federatively to maintain the ecosystem functioning [14]. In terms of the microbial biodiversity, previous studies at contaminated sites focused on the culturable microbes [15], bacterial abundance and evenness [16, 17], sequencing of 16S rRNA genes [18–20]. There is no doubt that these approaches have been applied perfectly into the studies which concentrate on the effect of heavy metal contamination on microbial community in Xiangjiang River sediment. However, in spite of this, little is known about its functional diversity and metabolic potential at the community level, and the relationship between functional genes structure of microorganism in heavy metal polluted Xiangjiang River sediment and the environmental factors remains obscure. Therefore, in order to comprehensively know the functional gene diversity and the underlying mechanisms influencing the microbial community structure and diversity, a more integrated characterization of microbial community in this contaminated sediment is needed.

In recent years, GeoChip-based metagenomics technology, appeared as a original high throughput tool to provide significative information for the microbial community structure, composition and potential metabolic capacity, has been widely used to analyze microbial community from various habitats. For instance, GeoChip 5, containing 60,000 probes in diverse gene categories of primary microbial metabolism, such as carbon, nitrogen, sulfur, and phosphorus cycling, metal homeostasis, organic remediation, secondary metabolism, and virulence [21].

In this study, GeoChip 5.0 was employed to address two key questions. (i) What are the functional genes diversities, structures and potential metabolic capacity of microbial community in Xiangjiang River sediments with a gradient of heavy metals contaminant levels? (ii) How does the environmental variables impact the functional structure of microbial community? To answer these questions, nine sedimentary samples from three sites in Xiawan Port of Xiangjiang River (Zhuzhou city, Hunan province, China) were obtained. Our results indicated that the microbial community of the studied heavy metal contaminated sediments had a huge metabolic potential, and the functional genes structures and diversities were shaped by the heavy metal pollution.

## Results

### Geochemical description of the study sites

The different sampling locations leaded to different geochemical parameters of each site (see Fig. 1 and Table 1). There was no significant difference in pH value between three sites. While, these samples were apparently heterogeneous in terms of the content of sulfur as well as metal concentrations, such as Cu (392 ~ 570 mg/kg), Pb (383 ~ 737 mg/kg), Zn (2840 ~ 6530 mg/kg), As (177 ~ 2480 mg/kg) and Cd (23 ~ 169 mg/kg). As shown in Table 1, a majority of detected elements, including Cu, Pb, Zn, Cd, Hg, Cr and S had maximum concentration at the site A which located near the sewage outlet, and minimum content at the site C that was farthest away from the outlet. It is probable because the sewage from the factory have been diluted by the river water as the distance from drain increasing, lessening the concentration of most metal. However, As and Ni showed unlike situations when compared with above ones. It can be seen that As had the highest concentration at the site B which is 100 m away from the outlet, and the concentration of Ni at site C was higher than that of site B.

**Fig. 1:**
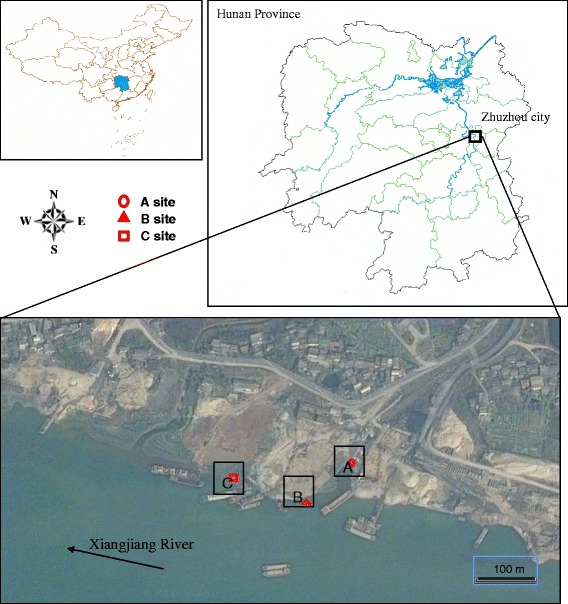
Site location and distribution of sampling points (Picture information of two parts at the top was obtained from National Geomatic Center of China. Picture information of the part at the bottom was obtained from Google, Astrium, Cnes/Spot Image and DigitalGlobe)

**Table 1:** Geochemical properties of sampled sediments

Site	Amount (mg/kg) in sample									pH
	Cu	Pb	Zn	As	Cd	Ni	Hg	Cr	S	
A	570	737	6530	347	169	81	24.3	88.5	5820	7.73
B	503	437	3710	2480	64	53	10.7	73.6	1420	7.78
C	392	383	2840	177	23	78	1.6	61.1	990	7.64
Reference criterion^a^	400	360	3200	14	2.1	26	0.66	72	_	_

^a^Reference with Sediment Management Standards, Chapter 173–204 WAC (2013)

All data are presented as mean value of three subsamples

### Overview of functional gene diversity

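Community DNA from the sediment of 3 sites, with 3 samples per site, was amplified, labelled with Cy3 and hybridized to GeoChip 5.0, an array of probes for microbial functional genes. Site A was heavily contaminated, site B moderately and site C slightly, and Table 1 gives the metal concentrations as 1 mean per site. The deposited values were normalized signal intensities, made by the authors by dividing each spot that passed the quality and signal-to-noise filters by the mean signal, with blanks for spots that did not pass. Whether the signals were log-transformed before this division is not given in the sources used here, so sizes on the log2 scale are those of the deposited values. A gene was counted as detected where its probe had a value, and signals were summed over the probes of a gene family or group. The summed signal of an array was 23886 ± 161 (SD, n = 3) at site A, 22638 ± 96.2 at site B and 19628 ± 103 at site C, and the mean signal per detected gene was 0.981 ± 0.0015, 1.025 ± 0.0093 and 1.00 ± 0.0098. Sums are therefore given as deposited and also as a percentage of the array's total signal, a scale chosen after the data were seen, which lowered the median log2 difference of 335 gene families between sites A and C from 0.28 to -0.0081.

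Sites were compared by exact permutation tests of the F statistic over the 280 partitions of the 9 samples, whose smallest p is 0.00357, and gene families and probes by limma. The 3 samples of a site were plots of that site, and each contamination level had 1 site, so the p-values measure the spread between plots and not between contaminated places. In each site, sample 3 lay between samples 1 and 2 for 78.1% to 85.6% of the genes detected in all 3, where 33.3% would be expected by chance, so the counts that lead were also made with samples 1 and 2 of each site alone.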

To detailedly understand the microbial functional diversity and structure, the number of detected genes, overlapping genes between samples, unique genes, and the diversity indices were measured. A total of 25595 genes were detected, and the number of detected genes ranged from 24485 to 19431 in each of the samples. 

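Genes of microbial function were detected most often at site A, with 24348 ± 127 (SD, n = 3) per sample, followed by site B with 22083 ± 113 and site C with 19627 ± 255. Each sample of site A had more detected genes than each sample of site B, and each of these more than each sample of site C (exact permutation test, p = 0.00357). In all, 25592 genes were detected in at least 1 sample and 18356 in all 9 samples. They belonged to 348 gene families, of which 335 were detected in every sample. The genes lost from site A to site C were mainly dim ones. When the probes detected in all 3 samples of site A were ranked by signal into 10 classes of equal size, 64.7% of the dimmest class were missing from all samples of site C and 35.3% from all samples of site B, against 1.31% and 1.65% of the brightest class. With samples 1 and 2 of each site alone, the test gave p = 0.0667, the smallest that 6 samples allow in an exact permutation.

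**Figure D1:**
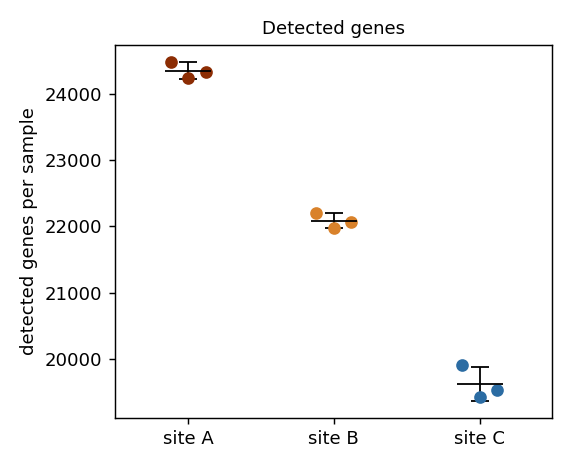
Detected genes per sample at sites A, B and C. Points are the 3 samples of a site, and the horizontal mark and bar are their mean and SD. The samples of site A lie between 24234 and 24485, and those of site C between 19431 and 19916.

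**Figure D2:**
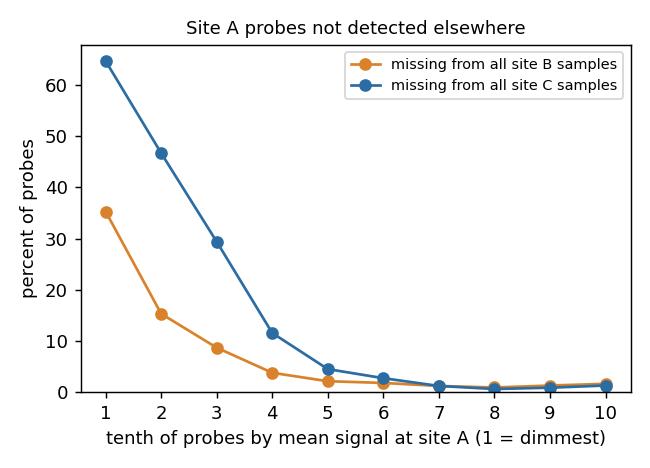
Percentage of the probes detected in all 3 samples of site A that were missing from every sample of site B or of site C, in 10 classes of equal size by mean signal at site A. The percentage for site C was 64.7 in the dimmest class and 1.31 in the brightest.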

As illustrated in Table 2, the differences of the functional genes structure between samples from the same site were all less than 7 % through β-diversity calculation, showing high similarity (>90 %) among the subsamples. Nevertheless, there were apparent discrepancies between samples from different sites. 

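The sets of detected genes of 2 samples from the same site differed little. Their Sørensen dissimilarity was 1.46% to 1.69% among the samples of site A, 1.98% to 2.14% at site B and 2.48% to 2.92% at site C. By the Bray-Curtis distance of the normalized signal intensities, the same pairs lay 1.82% to 2.38%, 2.78% to 3.43% and 2.87% to 3.77% apart.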

The differences ranged from 13.8 % to 14.7 % between site A and site B, from 13.8 % to 14.7 % between site A and Site C, and from 18.1 to 19.4 % between site B and Sit C. Hierarchical clustering (Fig. 2) showing that the samples obtained from the same site were grouped together, and site A and site B formed a second group. 

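Samples from different sites differed more than samples from the same site in each of the pairs. The Sørensen dissimilarity of detected genes was 6.06% to 6.74% between sites A and B, 11.2% to 12.4% between sites A and C, and 8.40% to 9.67% between sites B and C. Pairs of samples from different sites were on average 6.98 percentage points more dissimilar than pairs from the same site (exact permutation test, one-sided, p = 0.00357, and p = 0.0667 with samples 1 and 2 of each site). In average-linkage clustering of Bray-Curtis distances, the samples of each site joined at 3.35% or less, sites A and B joined at 7.57% and site C joined them at 11.1%. When each array was reduced to its 19431 brightest genes, so that all arrays held as many, the dissimilarity was 9.44% to 10.4% between sites A and C. It was then 7.61% to 9.73% between sites A and B, 7.94% to 9.13% between sites B and C and at most 5.56% within a site.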

The aforementioned results suggested that three sampling sites had distinct microbial functional gene structure, and adjacent sites with more similar contamination level shared the alike functional genes structure.

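Most functional gene families had a higher summed signal at site A and at site B than at site C, where fewer genes were detected. By summed signal, fewer families differed between sites A and B. Of 335 families, 277 were higher and 5 lower at site A than at site C, 162 were higher and 45 lower at site A than at site B, and 281 were higher and 4 lower at site B than at site C at an adjusted p under 0.05 from limma, directions that turned for shares of the array's total signal, where 89 were higher and 130 lower at site A than at site C, 65 higher and 115 lower at site A than at site B, and 72 higher and 122 lower at site B than at site C. By the mean signal per detected probe as deposited, which was lower at site A over all genes too, 27 were higher and 115 lower at site A than at site C, 3 higher and 287 lower at site A than at site B, and 231 higher and 7 lower at site B than at site C. Over the probes detected in all 9 samples, 64 families were higher and 10 lower at site A than at site C, and 2 higher and 297 lower at site A than at site B. With as many of the brightest genes from each array, 67 were higher and 23 lower at site A than at site C, and 20 higher and 92 lower at site A than at site B. In these settings, and by mean signal per detected probe, more families were called between sites A and B than between sites A and C. From samples 1 and 2 of each site alone, 258 families were higher and 2 lower at site A than at site C. There 121 were higher and 14 lower at site A than at site B, and 256 higher and 7 lower at site B than at site C.

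Among the families named by rule, hzo, the hydrazine oxidoreductase of anammox bacteria, was 1.16 higher at site A than at site C on the log2 scale (standard error 0.0928, adjusted p = 7.13e-06 from limma) and 0.52 higher at site A than at site B, which turned to -0.05 over the probes detected in all 9 samples and to -0.02 by mean signal per detected probe. The alkh family was 1.18 higher, cpnb 1.032, dxna 0.82 and gapdh_euglenozoa, the glyceraldehyde-3-phosphate dehydrogenase of euglenozoa, 1.09 higher at site A than at site C. As shares of the array total these 5 families were also higher at site A, by 0.54 to 0.89, while their signal per detected probe as deposited differed by -0.18 to -0.0087, beside array means that were also lower at site A. Over the probes detected in all 9 samples only hzo was still higher, by 0.08 (adjusted p = 0.00145 from limma), and alkh, cpnb, dxna and gapdh_euglenozoa, at 0.02, -0.02, -0.0094 and 0.01, did not pass. The families furthest above site B at site A also included tutfdg at 0.76, pcpa at 0.73 and fosb at 0.40, which turned to -0.04, -0.06 and -0.04 over the probes detected in all 9 samples and to -0.16, -0.0077 and -0.09 by mean signal per detected probe. Over the probes detected in all 9 samples, with signals as deposited, all 335 families had a median difference of -0.047 between sites A and B. Between sites B and C it was 0.066. The turned values of hzo, tutfdg, pcpa and fosb over these probes thus lay near the median of all families. Lower at site A than at site B were dxna at -0.20, camdcab at -0.16, cara at -0.13 and pepc at -0.09. Between sites B and C, amyx at 1.01 and hsp90_stramenopiles at 0.68 were among the highest at site B but turned to -0.12 and -0.02 by mean signal per detected probe, and pcpa at -0.49 and xamo at -0.12 were lower there, of which pcpa turned to 0.08 over the probes detected in all 9 samples and to 0.03 per detected probe.

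Among the 18356 probes detected in all 9 samples, 4859 were higher and 2439 lower at site A than at site C, 537 higher and 9006 lower at site A than at site B, and 10767 higher and 649 lower at site B than at site C, directions that turned with the scaling of the arrays. These counts fell to 169 and 31, 151 and 995, and 4604 and 123 with samples 1 and 2 of each site alone. With quantile normalization of these probes, 3690 were higher and 4186 lower at site A than at site C, 2454 and 2683 at site A than at site B, and 3839 and 4439 at site B than at site C. With median scaling, 6368 were higher and 1289 lower at site A than at site B.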

**Table 2:** β-diversity of studied samples

	A1	A2	A3	B1	B2	B3	C1	C2	C3
A1	0	4.6 %	3.5 %	14.2 %	13.8 %	14.3 %	21.5 %	21.8 %	21.8 %
A2		0	3.9 %	14.1 %	14.4 %	14.2 %	20.3 %	21.5 %	21.1 %
A3			0	14.7 %	13.9 %	14.1 %	20.5 %	21.6 %	21.3 %
B1				0	6.6 %	5.5 %	18.1 %	18.7 %	18.5 %
B2					0	5.4 %	18.9 %	19.4 %	19.3 %
B3						0	18.1 %	18.7 %	18.5 %
C1							0	7.0 %	5.5 %
C2								0	5.7 %
C3									0
Number of genes detected	24485	24234	24325	22206	21983	22060	19916	19431	19535

Values in table indicate the percentages of differentiations of functional gene communities among samples

**Fig. 2:**
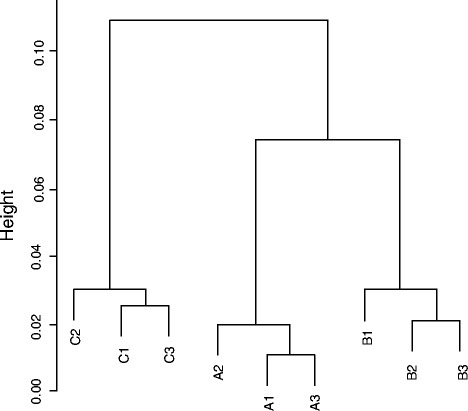
Hierarchical cluster analysis (based on Bray-Curtis distance) of functional genes in 9 studied samples from three sites named A, B, C. Every sample is named after A plant with “1”, “2” or “3” that indicates one of three replicate samples from each plant

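Of the 24822 genes detected in at least 1 sample of site A, 22251 (89.6%) were also detected at site B and 20015 (80.6%) at site C. Site B had 22755 detected genes, of which 19547 (85.9%) were also detected at site C. A core of 19471 genes, 76.1% of all those detected, was shared by the 3 sites. These genes counted as present at a site where at least 1 of its 3 samples detected them.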

As shown in Table 3, there was a high similarity (80.63 % ~ 89.64 %) of microbial community functional genes between all samples, illustrating that contamination level did not significantly affect the overall functional genes diversity. However, some differences among samples can be observed, such as samples from site A had the highest number of unique genes (2027; 8.16 %), while site C had the fewest (266; 1.31 %). In addition, Simpson’s diversity index (1/D) which was usually used for evaluating the diversity in ecology was highest in site A and lowest in site C. Similar results were observed in the Shannon index (H') with the overall diversity in the following order: A > B > C. According to the above results, it was demonstrated that the place with a higher heavy metal contamination level would have more unique genes and higher microbial functional diversity.

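Genes seen at only 1 site were far more numerous at site A, with 2027, than at site B with 428 or site C with 266. When a gene had to be detected in all 3 samples of its site and in no sample elsewhere, 1294 genes were unique to site A, 34 to site B and 38 to site C. The numbers came closer, at 985, 707 and 874, when each array was reduced to as many of its brightest genes as the array with the fewest.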

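Functional diversity followed the number of detected genes. The Simpson index (1/D) of the normalized signal intensities was 23736 ± 121 (SD, n = 3) at site A, 21537 ± 104 at site B and 19209 ± 247 at site C, and the Shannon index was 10.09 ± 0.0052, 9.99 ± 0.0050 and 9.87 ± 0.013 (exact permutation tests, p = 0.00357 for each). Evenness (J) was nearly equal among the sites, at 0.99878, 0.99878 and 0.99894, and was highest at site C (exact permutation test, p = 0.0286). With as many of the brightest genes taken from each array, the Simpson index at site A was above that at site C by only 9.98 (exact permutation test, p = 0.0536), and evenness was then higher at site A than at site C by 3.3e-05.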

**Table 3:** Gene overlap, uniqueness, diversity indices, and detected gene number of studied samples

	A	B	C
A(%)	**2027(8.16 %)**	22251(89.64 %)	20015(80.63 %)
B(%)		**428(1.89 %)**	19547(85.90 %)
C(%)			**266(1.31 %)**
Number of genes detected^a^	24822	22756	20357
Simpson index (1/D)	23736.20	21436.98	19208.76
Shannon index (H')	10.0879	9.9896	9.8741
Shannon eveness (J)	0.99878	0.99870	0.99894

Values in parentheses are percentages. Boldface values indicate the number of unique genes in each sample, normal values indicate the number of overlapping genes between samples

^a^The data is the total number of detected genes in one site, including the genes which are not presented in all replicate samples

### Analysis of detected functional genes

In these three sites, 87.28 % of the 393 functional gene included in GeoChip 5.0 was detected. The relative abundance of diverse functional gene categories were similar across all three sites (Fig. 3). 

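Each functional category had its highest summed signal at site A and its lowest at site C (exact permutation tests, adjusted p = 0.00357 for each of 8 categories built from gene lists), while the shares of the array total differed little. Carbon degradation genes made up 24.2% ± 0.018 (SD, n = 3) of the signal at site A, 24.2% ± 0.053 at site B and 24.3% ± 0.019 at site C (exact permutation test, adjusted p = 0.736). Carbon fixation genes made up 7.33%, 7.36% and 7.25% (exact permutation test, adjusted p = 0.00714). Of the families of starch degradation, 6 of 6 were higher in summed signal at site A than at site C by limma, as were 9 of 9 of cellulose and hemicellulose degradation, 4 of 4 of chitin degradation, 8 of 8 of lignin and phenol degradation and 9 of 10 of carbon fixation, beside 277 of all 335 families. Over the probes detected in all 9 samples, which leaves out those lost at site C, 1, 0, 0, 0 and 2 families of these lists were higher. The numbers for summed signal stayed the same when adjusted over the list alone. With samples 1 and 2 of each site, 8 of 9 families of cellulose and hemicellulose degradation were higher, and the other numbers stayed the same. As shares, amya, the alpha-amylase family, was -0.04 on the log2 scale at site A relative to site C, while exoglucanase, a cellulose-degrading enzyme, was at 0.18. No category passed the exact permutation test with samples 1 and 2 of each site, where the smallest p is 0.0667.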

Approximately 30 % of the detected probes were for genes involved in carbon degradation, another 22 % ~ 25 % were in organic remediation, about 13 % in nitrogen cycling, about 11 % in carbon fixation, 8 % ~ 10 % in sulfur cycling, 7 % ~ 8 % in metal homeostasis and few in phosphorus cycling, methane cycling, secondary metabolism and virulence. Among these, samples obtained from site A had slightly higher abundances of functional genes belonged to methane cycling, nitrogen cycling, sulfur cycling and metal homeostasis categories when compared with other sites. 

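With each of 346 gene families given a category from its name, an assignment made after the names were seen, carbon degradation took 29.5% of the genes detected at site A, 29.6% at site B and 29.5% at site C. Organic remediation took 22.2%, 22.6% and 23.0%, nitrogen cycling 13.2%, 13.0% and 13.0%, and carbon fixation 11.1%, 11.2% and 11.1%. Sulfur cycling held 8.68%, 8.59% and 8.53% of the detected genes and metal homeostasis 7.49%, 7.37% and 7.23%. Methane cycling held 0.774%, 0.738% and 0.693%. The lists of virulence and secondary metabolism genes written before the data were examined had 0 families in the file.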

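As a share of the array's total signal, methane cycling genes fell from 0.725% ± 0.0056 (SD, n = 3) at site A to 0.709% ± 0.0083 at site B and 0.655% ± 0.015 at site C (exact permutation test, adjusted p = 0.00714), but over the probes detected in all 9 samples the share was lowest at site A, at 0.623%, 0.626% and 0.627% in this order of sites. The pmoa family, the particulate methane monooxygenase of methane oxidizers, was 0.57 higher at site A than at site C on the log2 scale as a sum and 0.29 higher as a share. The mcra family, the methyl-coenzyme M reductase of methanogens, was higher by 0.36 and by 0.07. Of 4 methane families, 3 were higher and 1, mch with a single probe, lower at site A by limma, beside 277 higher and 5 lower of all 335. With samples 1 and 2 of each site 3 were higher and 0 lower, and over the probes detected in all 9 samples 0 were higher and 1 was lower. Sulfur cycling genes took 7.66% ± 0.021, 7.63% ± 0.027 and 7.57% ± 0.012 of the signal, and nitrogen cycling genes 12.7% ± 0.012, 12.6% ± 0.019 and 12.5% ± 0.032 (exact permutation tests, adjusted p = 0.00952 and 0.0245), and over the probes detected in all 9 samples the nitrogen share turned, at 12.520%, 12.521% and 12.528%. The summed signal of these categories was 34.7%, 23.3% and 23.1% higher at site A than at site C.

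Of 5 denitrification families, 5 were higher in summed signal at site A than at site C, and 1 over the probes detected in all 9 samples, with nirs, a nitrite reductase, 0.10 higher also as a share and narg, a nitrate reductase, at -0.08 as a share. Of all 335 families, 277 were higher as sums and 64 over these probes. Nitrogen fixation was represented by nifh, the nitrogenase iron protein, which was 0.43 higher as a sum and 0.14 as a share (adjusted p = 8.26e-08 and 1.3e-05 from limma) and 0.03 over the probes detected in all 9 samples (adjusted p = 0.0681 from limma). Of the other sulfur cycling families, 10 of 11 were higher as sums and 1 of 11 over these probes, among the former sir at 0.32 and soxy at 0.24, and soxy was at -0.05 as a share.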

Further more, genes in organic remediation and virulence had the highest signal intensities at the site C.

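Organic remediation genes had a larger share of the array's total signal where contamination was lighter, an order not kept over the probes detected in all 9 samples, where the share was 9.127% at site A, 9.114% at site B and 9.141% at site C. The share of the total rose from 8.78% ± 0.021 (SD, n = 3) at site A to 8.95% ± 0.011 at site B and 9.12% ± 0.0073 at site C (exact permutation test, adjusted p = 0.00714), whereas their summed signal was 2098 ± 15.3, 2026 ± 10.6 and 1790 ± 10.8 and so was highest at site A. These values are for the 32 families of the gene list, a part of the category. The 146 families assigned to it by name took 22.4%, 22.8% and 23.2% of the signal. Among genes of aromatic compound degradation, catb and pcag, enzymes of the beta-ketoadipate pathway, were lower at site A than at site C as shares, at -0.09 and -0.11 on the log2 scale (adjusted p = 0.000119 and 4.7e-05 from limma), and higher as sums, at 0.20 and 0.17. The rd family was 0.32 higher at site A also as a share.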

**Fig. 3:**
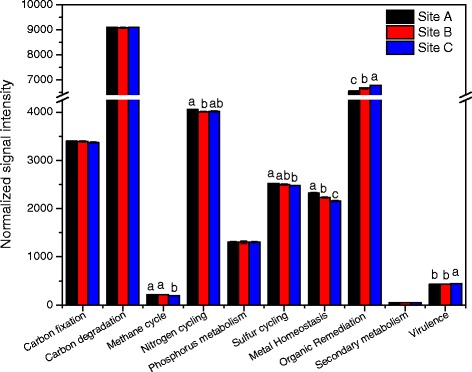
Relative richness of all functional gene group detected. The signal intensity for each functional gene category is the average of the total signal intensity from all replicates. All data are presented as mean ± SE

### Detailed analysis of key functional genes

The studied sediment samples were derived from the river near the sewage outlet of a factory, leading to excessive amounts of heavy metal in sediment. In this regard, the functional genes involved in metal resistance which plays a crucial role in this ecosystem were particularly analyzed in this study. A total of 1793 ~ 1831, 1629 ~ 1595, and 1427 ~ 1379 genes involved in metal homeostasis were detected in three sites, respectively (see Additional file 1: Table S1). 

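Metal homeostasis genes were detected in larger numbers at site A than at the other sites. Without the silicon genes, 1814 to 1831 were detected per sample at site A, 1620 to 1629 at site B and 1397 to 1427 at site C. Including them, 1894 probes of 15 families were detected in at least 1 sample. Of the probes detected at site A, those for tellurium resistance were missing from site C more often than others, with 137 of 570 (24.0%) against 19.4% of all genes (Fisher's exact test over probes, adjusted p = 0.0272). For arsenic resistance it was 21.4% and for mercury resistance 19.1% (adjusted p = 0.390 and 0.959 by the same Fisher's exact test). The 25 chromium probes and 25 copper probes of site A included 4 and 7 that were missing from site C (adjusted p = 0.925 and 0.525 by the same Fisher's exact test).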

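Resistance genes for arsenic, tellurium and mercury carried most of the summed signal of the metal genes. At site A the normalized signal intensity summed to 700 ± 4.405 (SD, n = 3) for arsenic resistance, 548 ± 4.70 for tellurium resistance and 490 ± 2.04 for mercury resistance. It was 27.4 ± 0.14 for chromium resistance and 22.3 ± 1.00 for copper resistance, and 7.81 ± 0.012 for the silicon transporter and silaffin genes. The number of probes was 758 for arsenic, 576 for tellurium, 497 for mercury and 25 each for chromium and copper.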

At the level of gene family, the normalized signal intensities of As, Hg and Te resistance genes were relatively higher among these metal (Fig. 4), for the biotoxicity of these metal are comparatively strong to microbe. In addition, it is evident that the relative abundances of Cu, Hg and Te resistance genes were highest in site A samples and lowest in site C samples. However, As and Cr resistance genes showed different conditions that there was significant difference of Cr resistance genes between three sites, and a high signal intensity of As resistance genes appeared in site B, but low intensities in site A and site C. This could be credited to the differences of metal concentrations between disparate studied sites showed in Table 1 that most of metals had high contents in site A samples, while site B had the highest concentration of As. 

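Copper resistance genes had 43.1% more summed signal at site A than at site C and 14.9% more than at site B. For mercury resistance genes the excess of site A was 26.4% over site C and 8.65% over site B, and for tellurium resistance genes 31.1% and 9.39% (exact permutation tests, adjusted p = 0.00429 for each). As shares of the array's total signal, the excess of site A over site C was 17.5% for copper, 3.89% for mercury and 7.75% for tellurium (exact permutation tests, adjusted p = 0.00714). Each sample of site A was above each sample of the other sites for these 3 groups as sums and as shares of the total, but over the probes detected in all 9 samples only for mercury. There the share of tellurium genes was highest at site B, at 2.154%, 2.159% and 2.152% at sites A, B and C, and that of copper genes was 0.0734%, 0.0733% and 0.0684%, with overlapping samples of sites A and B.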

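Arsenic resistance genes had their largest share of the signal at site B, with 2.99% ± 0.0067 (SD, n = 3), against 2.93% ± 0.0018 at site A and 2.85% ± 0.0072 at site C (exact permutation test, adjusted p = 0.00714), while over the probes detected in all 9 samples site B was again highest, at 2.90%, but site A was lowest, at 2.842% against 2.855% at site C. As deposited sums they were highest at site A, 3.46% above site B, whose sum was 677 ± 3.95, while site C had 559 ± 4.02. Their mean signal per detected probe was highest at site B, at 1.033, and lowest at site A, at 0.967, against 0.992 at site C. Chromium resistance, represented by chrr, a chromate reductase, summed to 24.7 ± 0.11 at site B and 21.1 ± 0.39 at site C and was 30.0% higher at site A than at site C. Its share was 0.115% at site A, 0.109% at site B and 0.107% at site C (exact permutation test, adjusted p = 0.00714). The silicon transporter and silaffin genes peaked at site B, at 9.61 ± 0.50 against 7.86 ± 0.40 at site C (exact permutation test, adjusted p = 0.0357). Their share was 0.0327% at site A, 0.0425% at site B and 0.0400% at site C, with overlapping samples of sites B and C. With samples 1 and 2 of each site the sum did not pass (exact permutation test, adjusted p = 0.2).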

In regard to Cr, the difference of Cr concentrations between three sites was small, and the Cr contamination level was relatively light compared with the reference criterion. A Mantel test showed that the abundance of As resistance genes was positively correlated with the As concentration (r_M_ = 0.3243, *p* = 0.018) (Table 5), and the similar condition were observed for other metals and their related genes abundances (Table 5).

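The distances between samples in arsenic resistance genes (Bray-Curtis, 758 probes) were related to the differences in arsenic concentration with a Mantel r of 0.308 (exact permutation over all arrangements of the site values, one-sided, p = 0.0244). As shares of the array total, a scale chosen after the data were seen, r was 0.140 (exact permutation, p = 0.173), and with samples 1 and 2 of each site it was 0.210 (exact permutation, p = 0.144). With Sørensen dissimilarity r was 0.136 (exact permutation, p = 0.191), over the probes detected in all 9 samples it was 0.795 (exact permutation, p = 0.000595), and without any 1 sample of site B or site C the p lay between 0.109 and 0.127 (exact permutation). The whole gene profiles were related to arsenic about as closely, with r of 0.299. For them r was 0.114 on equal array totals and 0.786 over the probes detected in all 9 samples. Arsenic took only 3 values, 347 mg/kg at site A, 2480 mg/kg at site B and 177 mg/kg at site C.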

**Fig. 4:**
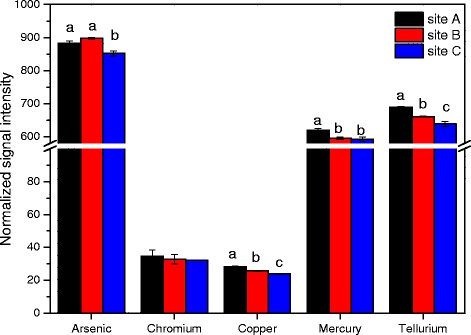
Relative abundance of detected metal resistance genes. The signal intensity for each functional gene category is the average of the total signal intensity from all replicates. All data are presented as mean ± SE

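All 15 metal homeostasis families differed from site to site in summed signal, beside 307 of all 335 families by the F test of limma. A higher sum at site A than at site C was found for 13 of the 15, beside 277 of all 335 families, at an adjusted p under 0.05 from limma. Of the families counted, 5 of 5 for arsenic, 4 of 4 for mercury, 2 of 2 for tellurium and the single families of chromium and copper were higher at site A, and the same numbers passed when adjusted over the list alone. Over the probes detected in all 9 samples, 2 arsenic families were higher and 1 lower, 3 mercury families were higher, 0 tellurium families were called, and those of chromium and copper were again higher. Of all 335 families, 64 were higher and 10 lower there. The largest differences were in arxa, an arsenite oxidase family with 3 probes, at 0.66 on the log2 scale, tehb, a tellurite resistance family, at 0.53 and cueo, a multicopper oxidase, at 0.52. As shares they were at 0.38, 0.25 and 0.23. Silaffin, with 1 probe, was lower at site A, at -0.17, and the silicon transporter was at 0.01 (adjusted p = 0.822 from limma), or at -0.27 as a share. These families were chosen because the paper names them, so their direction is not independent of this study.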

Notably, twelve metal homeostasis genes showed differences between these three groups (Fig. 5) (*p* < 0.05), which belonged to 24 classes of *Thermoprotei, Halobacteria, Methanomicrobia, Acidobacteria, Solibacteres, Actinobacteria, Aquificae, Bacteroidetes, Cytophagia, Flavobacteria, Sphingobacteriia, Chloroflexi, Ktedonobacteria, Deinococcus, Bacilli, Clostridia, Gemmatimonadetes, Nitrospira, Planctomycetacia, Alphaproteobacteria, Betaproteobacteria, Deltaproteobacteria, Gammaproteobacteria, Eurotiomycetes*. Aoxb (arsenite oxidase), arra (arsenate respiratory reductase), arsc (arsenate reductase), arxa (aristaless related homeobox A), silicon transporter and silaffin gene were most abundant in site B. While the other six genes had the highest normalized signal intensities in site A, cueo (multicopper oxidase), mer (mercury resistance), metc(cystathionine beta-lyase), merb (organomercury lyase), tehb (tellurite resistance) and terc (tellurium detoxification). These results indicated that heavy metal contamination increased the abundance of most metal homeostasis genes, and the abundances of four genes involving As detoxification (axob, arra, arsc, arxa) had a positive correlation with the As concentration in sediment, so that the sedimentary microbiology possessing these genes can help their community adapt the heavy metal polluted environment.

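The summed signal of arxa was 3.22 ± 0.011 (SD, n = 3) at site B, 2.86 ± 0.0020 at site A and 1.81 ± 0.0018 at site C. The silicon transporter summed to 8.51 ± 0.51 at site B and 6.94 ± 0.0031 at site A, and silaffin to 1.10 ± 0.0052 and 0.873 ± 0.015. For aoxb, sites A and B had equal sums within their spread, at 139 ± 1.18 and 139 ± 0.63 (log2 difference -0.00028, adjusted p = 0.992 from limma), and as a share site B was higher by 0.08, given as -0.08 for site A. For arra and arsc the sums were higher at site A, at 51.1 ± 1.05 against 50.2 ± 1.10 and at 463 ± 2.27 against 441 ± 3.52 (adjusted p = 0.319 and 0.000988 from limma), while as shares site A was at -0.05 and -0.01 relative to site B (adjusted p = 0.0874 and 0.455 from limma).

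Highest at site A, as sums and as shares, were cueo, mer, metc, merb, tehb and terc. On the log2 scale they were above site B by 0.20, 0.11, 0.12, 0.17, 0.14 and 0.13 as sums, at adjusted p = 0.00316, 0.000224, 0.0493, 0.00125, 0.000342 and 0.000111 from limma, whereas over the probes detected in all 9 samples only merb stayed above site B, by 0.06 (adjusted p = 0.000458 from limma), and the others were at -0.05 to -0.02. Over those probes, with signals as deposited, the median difference of all 335 families between sites A and B was itself -0.047. The metc family did not pass the test with samples 1 and 2 of each site alone (adjusted p = 0.220 from limma).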

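Single probes moved by more than their families. Among the 18356 probes detected in all 9 samples, the 3 furthest below site C at site A were all of aoxb, with ID 292560787, ID 384040853 and ID 219847326, at -0.79, -0.63 and -0.61 on the log2 scale (adjusted p = 6.6e-09, 8.68e-09 and 5.79e-06 from limma). The 3 furthest above were a probe of arra, ID 217968831, at 0.69, a probe of merb, ID 54019377, at 0.63 and a probe of chrr, ID 51891546, at 0.62 (adjusted p = 6.6e-09, 1.97e-06 and 8.68e-09 from limma). Metal genes made up 7.23% of these probes but 49 of the 100 that differed most between sites A and C, 16 of them aoxb probes that were all lower at site A, a count made after the named probes were seen. No gene list was shifted as a whole among these probes by camera at an adjusted p under 0.05, while 2 of 23 lists had an unadjusted p under 0.05. The lowest was copper resistance at adjusted p = 0.145, or adjusted p = 0.785 with an estimated correlation. From the higher signals at the heavily contaminated site, and at the site with the most arsenic for the arsenic genes, the paper proposes that contamination raised the abundance of most of these genes and that microbes possessing them can help their community to adapt.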

**Fig. 5:**
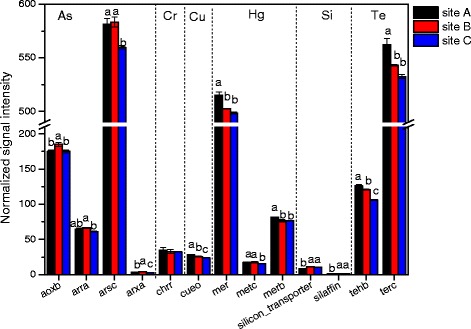
The normalized signal intensity of detected key genes involved in metal resistance. The signal intensity for each functional gene is the average of signal intensities from all the replicates. All data are presented as mean ± SE

It was observed in Fig. 6a that a number of metal resistance genes were detected (1898 gene probes from all sites), which confering resistance to various metals, including Cu, Hg, Cr, As and Te. These genes were clustered by metal contamination level. In addition, the summation of the relative abundance of metal resistance genes was highest in site A (normalized signal intensity = 2321.20), then followed by site B (normalized signal intensity = 2230.11) and site C (normalized signal intensity = 2154.62) with significant difference (ANOVA, *p* < 0.05) (Fig. 6b).

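In average-linkage clustering of the Bray-Curtis distances over 1894 metal resistance probes, the samples of each site joined at 3.63% or less, sites A and B joined at 8.64%, and site C joined them at 12.7%. The same order was found with Sørensen dissimilarity, with complete linkage and with equal array totals. When each array was reduced to as many of its brightest genes, the sites again separated, but sites B and C joined first.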

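Metal resistance genes summed to a normalized signal intensity of 1796 ± 12.1 (SD, n = 3) at site A, 1683 ± 8.74 at site B and 1410 ± 9.97 at site C (exact permutation test, p = 0.00357). Site A was thus 27.4% above site C and 6.73% above site B. As a share of the array's total signal the sum was 7.52% ± 0.00096 at site A, 7.43% ± 0.0081 at site B and 7.18% ± 0.020 at site C, an excess of 4.71% of site A over site C (exact permutation test, p = 0.00357). On a scale of 30000 per array, inferred from the paper's totals and not stated there, the shares correspond to 2256 ± 0.29, 2230 ± 2.44 and 2155 ± 5.92. The mean signal per detected metal probe was lower at site A than at site C as deposited, at 0.982 ± 0.0020 against 0.996 ± 0.0098, and higher relative to the array mean, at 1.0006 ± 0.00068 against 0.9957 ± 0.00053. Over the probes detected in all 9 samples the metal share was highest at site B, at 7.23% at site A, 7.27% at site B and 7.20% at site C.

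**Figure D3:**
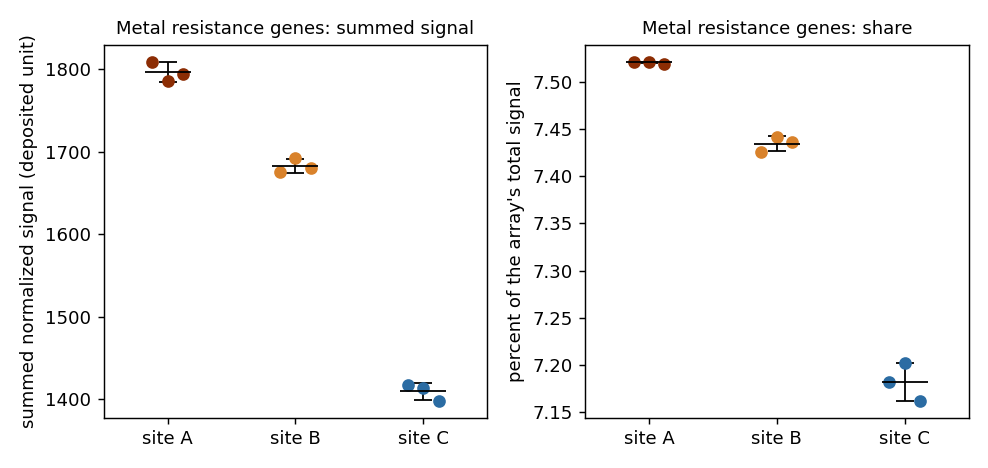
Summed normalized signal of the metal resistance genes per sample, as deposited (left) and as a percentage of the array's total signal (right), at sites A, B and C. Points are samples, and the horizontal mark and bar are the mean and SD of 3 samples. The means are 1796, 1683 and 1410 on the left and 7.52, 7.43 and 7.18 on the right, and the axes do not start at 0.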

**Fig. 6:**
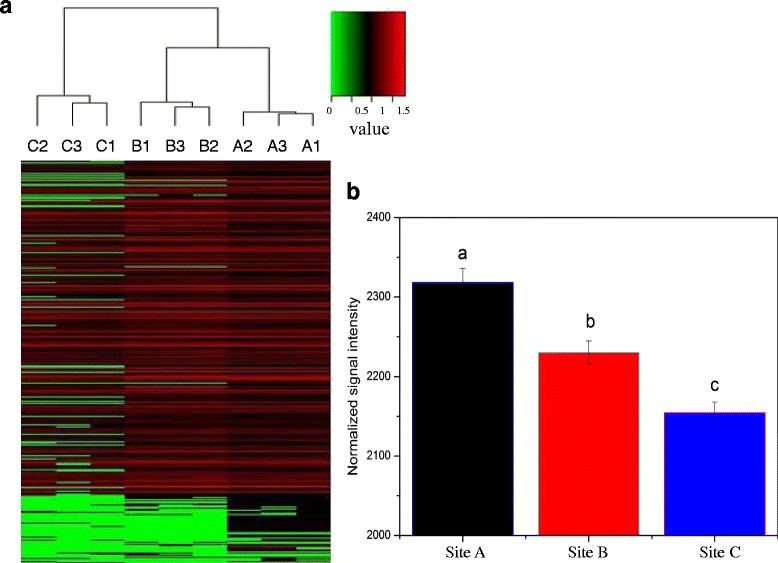
**a** Hierarchical cluster analysis (based on Bray-Curtis distance) of metal resistance genes based on hybridization signal intensities for all wells. Every sample is named after A plant with “1”, “2” or “3” that indicates one of three replicate samples from each plant. **b** Relative abundance of all detected metal resistance genes. The signal intensity for each functional gene category is the average of the total signal intensity from all replicates. All data are presented as mean ± SE

High concentration of sulfur was also observed in these sediment samples (Table 1). Sulfur metabolism is considered to be propitious to alleviate the biotoxicity of heavy metal imposed to microbe which plays an important role in heavy metal contaminated river. Many sulphate reducing bacteria (SRB) are capable of reducing various metal [22], so those genes coding for the dissimilatory sulfite reductase (dsr) were examined. GeoChip 5.0 contains dsrA and dsrB probes to analyze the potential of sulfur reduction and sulfate-reducing bacterial populations, which were employed in this study to account for the impact of heavy metal pollution on sediment microbial functional genes structure. DsrA and dsrB genes were detected in all samples (A: 889 ~ 905; B,:795 ~ 810; C:674 ~ 694; see Table S1). 

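Probes for dsrA and dsrB, the subunits of dissimilatory sulfite reductase, were lost from site A to site C more often than other probes. Of the 922 detected at site A in any sample, 227 (24.6%) were missing from site C (Fisher's exact test over probes, adjusted p = 0.000488). Among probes of like signal at site A, in a test chosen after the result was seen, the loss of dsr probes was 20.7% where 19.7% was expected (permutation within signal bins, adjusted p = 0.805). In the deposited table, dsra had 563 detected probes and dsrb 400. The summed signal of dsra was 490 ± 6.31 (SD, n = 3) at site A, 452 ± 2.22 at site B and 373 ± 4.06 at site C, and that of dsrb 361 ± 2.20, 344 ± 0.81 and 288 ± 2.59.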

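Over 963 dsr probes, the samples of each site lay closest together, joining at 4.15% or less in average-linkage clustering of Bray-Curtis distances. Sites A and B joined at 8.92% and site C at 14.0%. This order was kept with Sørensen dissimilarity, complete linkage, equal array totals and as many of the brightest genes from each array.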

Hierarchical cluster analysis of all detected dsr genes showed that subsamples were grouped together, and site A and site B formed a second group (Fig. 7a). What’s more, there was a significant difference in the relative abundance of dsr genes between three sites (ANOVA, *p* < 0.05) (Fig. 7b), and the site A with most serious heavy metal pollution had the highest signal intensity of dsr gene, which further supports the positive relationship between heavy metal contamination level and relative abundance of dsr gene. In addition, mantel test analysis showed a positive correlation between the S concentration and the abundance of dsrA and dsrB genes (r_M_ = 0.5172, *p* = 0.007), and between metal concentrations and the abundance of dsr genes (r_M_ = 0.6927, *p* = 0.013) (Table 5).

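The dsr genes, which mark sulfate-reducing microbes, had a summed signal of 851 ± 8.15 (SD, n = 3) at site A, 795 ± 1.75 at site B and 662 ± 6.61 at site C (exact permutation test, p = 0.00357). Site A was 28.7% above site C and 7.07% above site B. Their share of the array's total signal was 3.56% ± 0.010, 3.51% ± 0.015 and 3.37% ± 0.017 in the same order of sites, an excess of 5.74% of site A over site C (exact permutation test, p = 0.00357), and over the probes detected in all 9 samples the share was 3.335%, 3.335% and 3.324%. The signal per detected dsr probe was lower at site A than at site C as deposited, at 0.951 ± 0.00071 against 0.970 ± 0.0082, and relative to the array mean 0.969 ± 0.0012 against 0.970 ± 0.0019. The dsra family was 0.39 and dsrb 0.32 higher at site A than at site C on the log2 scale, and as shares 0.11 and 0.04 (adjusted p = 3.94e-05 and 0.00264 for the shares from limma), while neither passed over the probes detected in all 9 samples (adjusted p = 0.0887 and 0.0530 from limma).

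**Figure D4:**
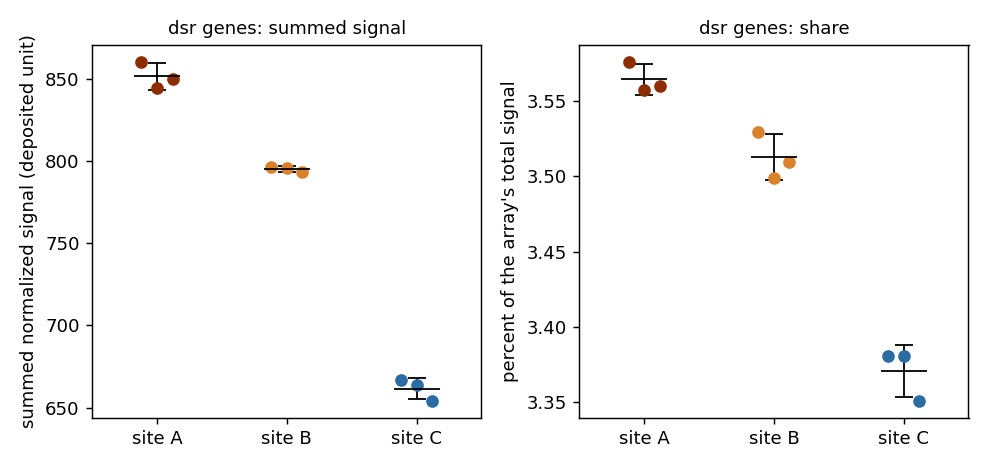
Summed normalized signal of the dsr genes per sample, as deposited (left) and as a percentage of the array's total signal (right), at sites A, B and C. Points are samples, and the horizontal mark and bar are the mean and SD of 3 samples. The means are 851, 795 and 662 on the left and 3.56, 3.51 and 3.37 on the right, and the axes do not start at 0.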

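Distances between samples in dsr genes were related to differences in sulfur concentration with a Mantel r of 0.511 (exact permutation, one-sided, p = 0.0125, adjusted p = 0.015) and to differences in 8 metals together with a Mantel r of 0.865 (exact permutation, one-sided, p = 0.00179, adjusted p = 0.00268). The p-values were adjusted over 6 relations between gene groups and concentrations. With samples 1 and 2 of each site, the adjusted p was 0.0933 for sulfur and 0.05 for the metals (exact permutation). Over the probes detected in all 9 samples r was 0.163 for sulfur (exact permutation, adjusted p = 0.124) and 0.609 for the metals (exact permutation, adjusted p = 0.00714). For the whole gene profiles r with sulfur was no lower, at 0.539, and at 0.204 over these probes.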

**Fig. 7:**
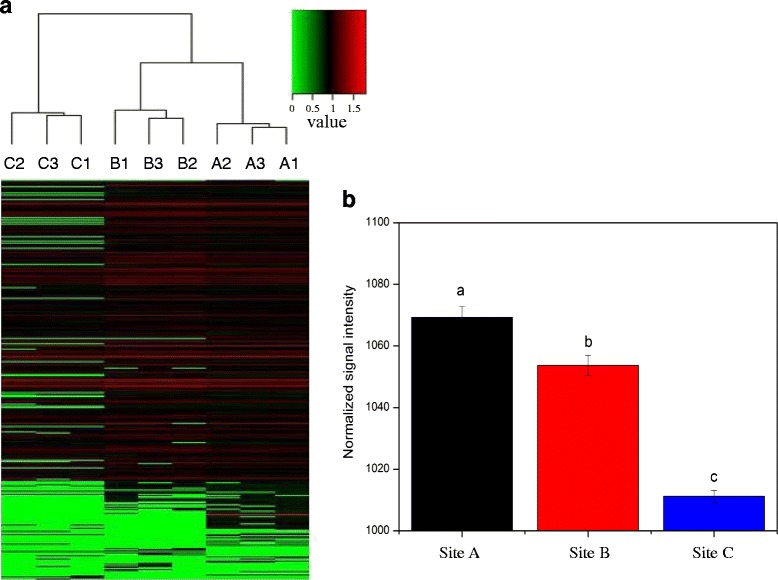
**a** Hierarchical cluster analysis (based on Bray-Curtis distance) of dsr genes based on hybridization signal intensities for all wells. Every sample is named after A plant with “1”, “2” or “3” that indicates one of three replicate samples from each plant. **b** Relative abundance of dsr genes. The signal intensity for each functional gene category is the average of the total signal intensity from all replicates. All data are presented as mean ± SE

### Relationship between environment factors and functional genes

To discern the connection between environmental factors and the sediment microbial functional genes structure of Xiangjiang River sediment contaminated with heavy metal, a Mantel test was performed (Table 4). 

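Distances between the whole functional gene profiles (Bray-Curtis) were related to differences in each of 10 variables of Table 1. The Mantel r was 0.966 for Cu, 0.898 for Cr, 0.857 for pH, 0.854 for Hg, 0.737 for Cd, 0.689 for Zn, 0.602 for Pb, 0.539 for S, 0.299 for As and 0.285 for Ni. Exact permutation over all arrangements of the site values (one-sided) gave p = 0.000595 for Cu, the smallest possible, p = 0.00119 for Cr, pH and Hg, p = 0.0125 for Cd, Zn, Pb and S, p = 0.0244 for As and p = 0.025 for Ni. After adjustment over the 10 variables, p lay between 0.00298 and 0.025. Since each site has 1 value per variable, the 3 sites were also permuted as wholes, where the smallest p of the 6 arrangements is 0.167 and no variable passed. With samples 1 and 2 of each site the lowest adjusted p was 0.0556 (exact permutation), and on equal array totals r fell to 0.114 for As and 0.118 for Ni (exact permutation, adjusted p = 0.214 for both). As and Ni also failed the test with Sørensen dissimilarity (exact permutation, adjusted p = 0.136 and 0.149) and without any 1 sample of site B or site C (adjusted p from 0.114 to 0.127).

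The order of the variables changed over the probes detected in all 9 samples, where r was 0.808 for pH, 0.786 for As, 0.761 for Ni and 0.516 for Cu, and S did not pass at 0.204 (exact permutation, adjusted p = 0.0643).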

The results showed that the gradients of S, Cu, Cd, Hg and Cr were significantly correlated with the microbial community functional structure (*p* < 0.01), indicating that these metal were of pronounced importance in shaping the microbial functional genes structure of heavy metal contaminated sediment.

**Table 4:** Mantel test of the relationship of whole microbial community functional structure to individual environmental variables

Environmental variable	r_M_	P
pH	0.1835	0.124
ORP	0.1654	0.113
S	0.6039	**0.008**
Cu	0.9374	**0.001**
Pb	0.6547	0.012
Zn	0.7414	0.016
As	0.3163	0.026
Cd	0.7656	**0.005**
Ni	0.2332	0.039
Hg	0.8819	**0.001**
Cr	0.7437	**0.003**

Boldface values indicate significant *P* values (<0.01)

Further, Mantel test was performed to examine the relationships between various functional gene groups and individual metal concentration. As shown in Table 5, positive correlations between the single metal concentration and the abundance of the corresponding resistant genes were found. For instance, among these metals, chromium concentration of sediments and chromium resistant genes had a most positively relevance (r_M_ = 0.8295, *p* = 0.001), and arsenic resistant genes and arsenic concentration had the lowest correlation. 

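Distances in chromium resistance genes were related to differences in chromium concentration with a Mantel r of 0.9796. For copper resistance genes and copper r was 0.916, and for mercury resistance genes and mercury 0.905 (exact permutation, one-sided, adjusted p = 0.00179, 0.00179 and 0.00238). With samples 1 and 2 of each site these 3 relations kept an adjusted p of 0.0333, 0.0333 and 0.0444 (exact permutation). With the 3 sites permuted as wholes, none of the 6 relations passed, and the lowest adjusted p was 0.5. Over the probes detected in all 9 samples r was 0.719 for chromium, 0.825 for copper and 0.619 for mercury (exact permutation, adjusted p = 0.00536, 0.01 and 0.00714). The whole gene profiles were also related to these metals, with r of 0.898 for Cr, 0.966 for Cu and 0.854 for Hg.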

All aforementioned results demonstrated that microbial community in heavy metal contaminated sediments and functional gene structures were largely shaped by the surrounding metals.

**Table 5:** Mantel test of relationship of different gene categories to corresponding environmental variables

Gene category	Environmental variable	r_M_	P
Arsenic resistant genes	Arsenic	0.3243	0.018
Chromium resistant genes	Chromium	0.8295	0.001
Copper resistant genes	Copper	0.5743	0.017
Mercury resistant genes	Mercury	0.8176	0.002
dsr genes	sulfur	0.5172	0.007
dsr genes	all studied metal	0.6927	0.013

The signal intensity of different functional genes among 9 samples was used as the first matrix; normalized related environmental variables were used as the second matrix

## Discussion

Exploring the microbial community structure, including both the microbiological compositions and functional genes structure, is of pronounced importance to deeply uncover the intricate influence of environment on microorganism. In this study, we focused on the change of sediment microbial functional genes structure caused by heavy metal contamination in river, and found that the pollution level could bring about varying degrees of impact on the functional genes diversity. The data of GeoChip 5.0 demonstrated that the site with more severe heavy metal contamination had higher diversity and more functional genes involving metal resistance, such as cueo, mer, metc, merb, tehb and terc gene. More comprehensive view of the overall functional structure and metabolic potential of sediment microbial communities was provided.

A mass of evidences suggest that microorganisms are far more sensitive to heavy metal stress than animals or plants growing on the same soils [23]. Although some kinds of metal (e.g., Fe, Cu, Zn) are essential element to microorganism which can ensure the normal growth and reproduction, high concentration of them would inhibit microbial metabolism or give rise to their death [24]. Numerous metal show a strong affinity to biological ligand, such as phosphoric acid, purine and pyrimidine, then prevent the synthesis of biomacromolecule like nucleic acid and protein. And some metal can bring damage to cytomembrane, destroying the transportation of nutrient [23]. Moreover, the impact of heavy metal on microbial community is also undisregardable, and a plenty of studies have been done to explore the mechanism of it [9, 25, 26]. The results of this study demonstrated that the microbial functional gene structure was correlated to the heavy metal contamination. As shown in Additional file 2: Figure S1, the overall functional genes of nine sediment samples from three sites were analyzed, and then samples from the same site were gathered together, while those from different sites were separated from each other. The conclusion was further supported by Fig. 3 which depicted the detailed distinctions of various gene categories among different sites, such as genes involved in methane cycling, nitrogen cycling, sulfur cycling, metal homeostasis and organic remediation.

Previous study at Xiangjiang River suggested that heavy metal contamination have ecological impact on bacterial community composition and diversity [27]. As illustrated in one research, microbial community structure was highly diverse and heterogeneous in four studied sediment samples which are obtained from Xiangjiang River (Zhu zhou) with heavy metal contamination, and α-Proteobacteria was significantly increased with the increases in heavy metal. However, the moderately polluted sediment X sample had the greatest species diversity, which is different with our observation. Another previous study illustrated that heavy metals would decrease the diversity of functional genes [28], but in this research, the site with more heavy metal had higher diversity in comparison among three studied sites (Table 3). Our results comply with a similar study about heavy metal contamination in Montana, which showed that the diversity of microbial community in sediment was evaluated across a heavy metal contamination gradient [29]. It was supposed that long term contamination has made the microbes adapted to the polluted environments, and maintained their diversity by various of resistance mechanisms [30]. To date, it is generally accepted that biodiversity plays an important role in enhancing the ecosystem stability by temporal and spatial variability [31, 32], resistance against abiotic perturbations [33], and biotic invasions [34]. Different species in diverse communities respond differentially to the environmental perturbations, making ecosystem regularly function. While, the impact of increasing metal stress on microbial diversity depends on the initial state of the system [23].

As we all know, the specific environment with high concentration of heavy metal is beneficial to screen dominant bacteria which is capable of resisting metal toxicity. The reason is believed to be correlated to the long-term natural selection which will reserve the species with ability to adapt and survive, and weed out the ones lack in the capacity. From an agricultural field subjected to Cr contamination, Maqbool et al. [35] isolated and screened twenty bacterial which can resist Cr(VI). For another example, six strains showed high degree of metal resistances were selected by Kumar et al. [36] from the soil samples collected from fly ash contaminated region near National Thermal Power Plant which had high content of various heavy metal. However, there is no inevitable relationship between the high heavy metal concentration of the studied sediment samples and the increase of metal resistant bacteria. Even though the metal content shown in Table 1 were fairly high, the amount actually effect on microorganism may be much lower, leading to little selection pressure for resistant bacteria. “Total” metal concentrations in sediment are not a good indicator of the actual concentration in the sediment to which microorganisms are exposed [23]. Only when a plenty of resistant genes corresponding to metals were detected in river sediment can we deduced that the relative resistant genes were enhanced and impacted by the high level heavy metal contamination. In this study, the relative abundance of metal resistance genes from lesser polluted site (site C) was lower than that of site A with high contamination level (Figs. 4 and 6), and the majority of metal detoxication gene involved in the array were abundant in site A (Fig. 5), confirming the influence of high concentration metal on microbial metal resistant genes.

Sulfate reducing bacteria (SRB) possess the capacity of reducing various heavy metal, such as Fe, Cu, As, Cd, Mn and others [37, 38]. SRB make use of the way of precipitation to decrease the metal availability to microorganism or alter the metal valence state and chemical speciation to lighten the metal biotoxicity, or generate metal sulfides to achieve the goal of detoxication [39, 40]. In the black amorphous sludge which was rich in sulfur, iron, aluminum, and acidity, Riefler et al. [41] found a large population of sulfur-reducing bacteria and took advantage of them to treat acid mine drainage with high concentration of diverse heavy metal. Dissimilatory sulfite reductase (dsr) is a key enzyme in SRB, which catalyses sulfite transform to sulfide with multi-steps of electronic transfer. The amount of dsr genes will influence the capacity of reducing toxic metal by SRB in river sediment [42]. In this study, higher concentration of sulfur was measured in site A (Table 1), which had the most serious heavy metal contamination, suggesting the strong ability of sulfate reduction [8]. Fig. 6 showed the relative abundance of dsr gene was positive correlated with the heavy metal contamination level, and mantel test indicated dsr genes was significantly correlated with S content (r_M_ = 0.5172, *p* = 0.007) and positively correlated with metal concentration (r_M_ = 0.6927, *p* = 0.013).

However, these results can hardly reflect the comprehensive information of metal resistant genes, since most metal homeostasis genes represented in GeoChip 5.0 are transporters which was the most common mechanism of metal resistance in bacteria, then other mechanisms including sequestration, reduction and lower the nutrient metal influx were neglected. What’s more, the suitable resistant gene probes for all heavy metal are not covered on the GeoChip, such as the resistant genes corresponding to Fe, Zn, Pb and Ni which had high concentrations in studied sediments are not included. Besides, it is notable that some metal resistant genes can work on more than one kind of metal. For instance, the *czc* operon plays crucial roles in resisting the biotoxicities of metal Zn, Cd and Co [43].

In summary, a complicated functional structure of microbial communities in Xiangjiang River sediment with heavy metal contamination was detected. Positive correlations were found between the level of metal pollution with the community functional diversity, and with the relative abundance of associated metal resistant genes. While, due to the limitation of DNA genomics, transcriptomic approaches will be a consequent step to illuminate the activity of microbial functional genes. The information of transcribed RNA will actually reflect the expression of functional genes which were directly impacted by environmental perturbation. In order to comprehensively and detailedly understand the effect of heavy metal contamination on microbial community in sediment, more systematic, in-depth analyses are needed.

## Conclusion

GeoChip 5.0 was used to analyze the microbial functional diversity and genes structure in sediments of Xiangjiang River contaminated with various heavy metal. The results showed that heavy metal contamination did not significantly impact the overall microbial functional structure, while sediment sampled from site near the sewage outlet had more unique genes and a higher microbial functional diversity in comparison with other two groups. The abundance of functional genes involved in metal resistance had a positive correlation with the level of heavy metal contamination. Notably, the relative abundance of dsr gene coding for the dissimilatory sulfite reductase had a significant difference between three sites, supporting the effect of heavy metal contamination on microbial community in sediment. S, Cu, Cd, Hg and Cr were were determined to be key factors shaping the microbial community structure. In summary, the results of markedly linkages between microbial metabolic potentials and heavy metal contamination were influential, making it possible to understand the mechanism of microorganism adapting to environmental fluctuation. Future studies were needed to to further investigate direct response of microbial community at the transcription and translation level.

## Methods

### Site describing and sample collection

Studied sediments were sampled from Xiangjiang River (N 27.8554401, E 113.0786195, Zhuzhou city, Hunan province, China), which is a tributary of the Yangtze River. For this study, a total of nine sediments (~10 cm depth) were sampled from three sites near a sewage outlet in Xiangjiang River.. At each site, three 1 m × 1 m plots were established with a distance of approximately 2 m between adjacent plots. Five to eight soil cores were collected and mixed equally to gain one sample at each plot. These three sites has different distance from the sewage outlet, leading to the distinct pollution levels. The A samples (A1, A2, A3) were collected near the sewage outlet, which would have maximum concentration of heavy metals; the B samples (B1, B2, B3) were taken from the locations which are 100m away from the sewage outlet; at the same direction, the C samples (C1, C2, C3) were obtained 200metres away from the sewage outlet. All samples were maintained on ice after collected, then stored at −80 °C for further analysis. Sediment pH was measured by a PHS-3C pH meter (Leici, China) in a 1:2.5 suspension in water [44], and the compositions of heavy metals including Cu, Pb, Zn, As, Cd, Ni, Hg, Cr in sediments was measured by ICP-AES [45].

### Microbial community DNA isolation and purification

Given that high concentration of divalent metal ion may result in premature DNA precipitation during extraction [46], the sediment samples were pre-washed with 40 mM EDTA (pH 7.2) [47]. The community DNA was extracted using the Soil DNA Kit (D5625-01; Omega Bioservices, Norcross, GA, USA) according to the manufacturer's instructions. Then DNA quality was checked by the absorbance ratios at A260/A280 and A260/A230 using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies Inc., Wilmington, DE). Only when the A260/A280 ratio is larger than 1.7 and the A260/A230 ratio is more than 1.8, can the DNA be used for further analysis. Purified DNA was stored at −80 °C for the following DNA analysis.

### Microbial community DNA amplification, labeling, microarray hybridization, and scanning

The amplification and hybridization of community DNA were performed at Glomics Inc. (Norman, Oklahoma, USA). Approximately 100 ng of DNA was amplified employing the Templiphi kit (GE Healthcare, Piscataway, NJ, USA), with modifications of 0.1 μM spermidine and 260 ng · μl^−1^ single-stranded DNA binding protein to enhance the efficiency and reduce representational bias [48]. The amplified DNA was labeled with fluorescent dye Cy3 (GE Healthcare) by random primer, then purified with a QIAquick purification kit (Qiagen), and dried in a SpeedVac (45 °C, 45 min: ThermoSavant, Milford, MA, USA). Next, the processed DNA wass resuspended into 27.5 μl of DNase/RNase-free distilled water, and mixed with 42 μl hybridization buffer which contains 1× Acgh blocking, 1× HI-RPM hybridization buffer, 10 pM universal standard DNA, 0.05 μg/μl Cot-1 DNA, and 10 % formamide, then incubated at 95 °C for 3 min, and kept in 37 °C for 30 min.

Hybridizations process was implemented in GeoChip 5.0 arrays (60 K) at 67 °C in a Agilent hybridization oven for 24 h. Subsequently, the slides were washed by Agilent Wash Buffers at room temperature. Then the arrays using NimbleGen MS200 Microarray Scanner (Roche NimbleGen, Inc., Madison, WI, USA) at 633 nm by a laser power of 100 and 75 % a photomultiplier tube (PMT) [49]. Scanned images were quantified with the help of ImaGene® version 6.0 (BioDiscovery, Inc., Los Angeles, CA, USA). The mean signal intensity was determinted for each spot, and local background signals were automatically ducted. Then the spots that flagged as low quality by ImaGene or with a signal to noise ratio(SNR) of less than 2.0 were removed. All poor, empty, and outlier spots were removed for the further analysis [50].

### Statistical analysis

The hybridization signal was normalized by calculating the mean signal intensity across all genes on the arrays before subsequent analysis. After removing empty, poor and outlier spots, the across-array signal was normalized based on all intensities on the arrays. Then a ratio was calculated for each positive spot by dividing the signal intensity of the spot by the mean signal intensity to obtain the normalized ratio [51].

Functional genes diversity was calculated using Simpson’s reciprocal index (1/D), Shannon Weaver index (H′) and Shannon evenness(J) using R (v.2.12.0; https://www.r-project.org/). Beta diversity was figured out for comparing differentiations of functional genes communities among habitats along environmental gradient. Beta diversity estimates were calculated using presence/absence for individual genes grouped into functional categories. We chose Sorensen’s index for showing dissimilarity (Bray-Curtis dissimilarity):

$$ \upbeta =1-\left(\frac{2\mathrm{c}}{{\mathrm{S}}_1-{\mathrm{S}}_2}\right)*100\% $$

where, S_1_ = the total number of genes within a specific functional group detected in the first community, S_2_ = the total number of genes within a specific functional group detected in the second community, and c = the number of genes within a specific functional group common to both communities. The Sorensen index ranges from 0 to 1 where 1 indicates completely different communities and 0 indicates identical communities. This research use the total number of genes detected in a sample as the S number for comparing the similarity of two microbial community functional structure.

Differences in relative abundance of functional genes between various microbial communities were analyzed by a one-way analysis of variance (ANOVA) and Tukey’s test. A significance level of *p* < 0.05 was adopted for all comparisons. For whole functional genes and specific gene, hierarchical cluster was carried out with CLUSTER (http://www.eisenlab.org/) and visualized in TREEVIEW. Further more, mantel test, a statistic test of the correlation between two matrices was performed to examine the connection between functional genes communities and environmental factors.

## Additional files

Additional file 1: Table S1. Numbers of detected genes involved in metal homeostasis and dsr genes. (PDF 102 kb) Additional file 2: Figure S1. Detrended correspondence analysis (DCA) of all functional genes in three sites.

## References

[1] Li Z, Zhang Q, Fang Y, Yang X, Yuan Q (2010). Examining social-economic factors in spatial and temporal change of water quality in red soil hilly region of South China: a case study in Hunan Province. Int J Environ Pollut..

[2] Zhang Z, Tao F, Du J, Shi P, Yu D, Meng Y (2010). Surface water quality and its control in a river with intensive human impacts–a case study of the Xiangjiang River, China. J Environ Manage.

[3] Zhang Q, Li Z, Zeng G, Li J, Fang Y, Yuan Q (2009). Assessment of surface water quality using multivariate statistical techniques in red soil hilly region: a case study of Xiangjiang watershed, China. Environ Monit Assess.

[4] Wang L, Guo Z, Xiao X, Chen T, Liao X (2008). Song, et al. Heavy metal pollution of soils and vegetables in the midstream and downstream of the Xiangjiang River, Hunan Province. J Geogr Sci.

[5] Zhang C, Yu Z, Zeng G, Jiang M, Yang Z, Cui F (2014). Effects of sediment geochemical properties on heavy metal bioavailability. Environ Int.

[6] Kwon M, Yang J, Lee S, Lee J, Ham B, Boyanov M (2015). Geochemical characteristics and microbial community composition in toxic metal-rich sediments contaminated with Au–Ag mine tailings. J Hazard Mater.

[7] Gough H, Dahl A, Nolan M, Gaillard J, Stahl D (2008). Metal impacts on microbial biomass in the anoxic sediments of a contaminated lake. J Geophys Res.

[8] Gough H, Dahl A, Tribou E, Noble P, Gaillard J, Stahl D (2008). Elevated sulfate reduction in metal-contaminated freshwater lake sediments. J Geophys Res.

[9] Marcin C, Marcin G, Justyna M, Katarzyna K, Maria M (2013). Diversity of microorganisms from forest soils differently polluted with heavy metals. Appl Soil Ecol.

[10] Awasthi A, Singh M, Soni S, Singh R, Kalra A (2014). Biodiversity acts as insurance of productivity of bacterial communities under abiotic perturbations. ISME J.

[11] Reich P, Tilman D, Isbell F, Mueller K, Hobbie S, Flynn D (2012). Impacts of biodiversity loss escalate through time as redundancy fades. Science.

[12] Boutin C, Aya K, Carpenter D, Thomas P, Rowland O (2012). Phytotoxicity testing for herbicide regulation: shortcomings in relation to biodiversity and ecosystem services in agrarian systems. Sci Total Environ.

[13] Cardinale B, Srivastava D, Duffy J, Wright J, Downing A, Sankaran M (2006). Effects of biodiversity on the functioning of trophic groups and ecosystems. Nature.

[14] Tang B, Zhang Z, Chen X, Bin L, Huang S, Fu F (2014). Biodiversity and succession of microbial community in a multi-habitat membrane bioreactor. Bioresource Technol.

[15] Konstantinidis K, Isaacs N, Fett J, Simpson S, Long D, Marsh T (2003). Microbial diversity and resistance to copper in metal-contaminated lake sediment. Microbial Ecol.

[16] DellAnno A, Beolchini F, Rocchetti L, Luna G, Danovaro R (2012). High bacterial biodiversity increases degradation performance of hydrocarbons during bioremediation of contaminated harbor marine sediments. Environ Pollut.

[17] Zhang J, Zhang Y, Quan X, Chen S (2013). Effects of ferric iron on the anaerobic treatment and microbial biodiversity in a coupled microbial electrolysis cell (MEC)–anaerobic reactor. Water Res.

[18] Wu L, Wen C, Qin Y, Tu Q, Nostrand V, Yuan T (2015). Phasing amplicon sequencing on Illumina Miseq for robust environmental microbial community analysis. BMC Microbiol.

[19] Korehi H, Blöthe M, Schippers A (2014). Microbial diversity at the moderate acidic stage in three different sulfidic mine tailings dumps generating acid mine drainage. Res Microbiol.

[20] Zhou J, Wu L, Deng Y, Yang Y, Zhi X, Jiang Y (2011). Reproducibility and quantitation of amplicon sequencing-based detection. ISME J.

[21] Zhao M, Xue K, Wang F, Liu S, Bai S, Sun B (2014). Microbial mediation of biogeochemical cycles revealed by simulation of global changes with soil transplant and cropping. ISME J.

[22] White C, Shaman A, Gadd G (1998). An integrated microbial process for the bioremediation of soil contaminated with toxic metals. Nat Biotechnol.

[23] Giller K, Witter E, McGrath S (2009). Heavy metals and soil microbes. Soil Biol Biochem.

[24] Zhang J, Wang L, Yang J, Liu H, Dai J (2015). Health risk to residents and stimulation to inherent bacteria of various heavy metals in soil. Sci Total Environ.

[25] Wang Y, Shi J, Wang H, Lin Q, Chen X, Chen Y (2007). The influence of soil heavy metals pollution on soil microbial biomass, enzyme activity, and community composition near a copper smelter. Ecotox Environ Safe.

[26] Ancion P, Lear G, Dopheide A, Lewis G (2013). Metal concentrations in stream biofilm and sediments and their potential to explain biofilm microbial community structure. Environ Pollut.

[27] Zhu J, Zhang J, Li Q, Han T, Xie J, Hu Y, Chai L (2013). Phylogenetic analysis of bacterial community composition in sediment contaminated with multiple heavy metals from the Xiangjiang River in China. Mar Pollut Bull.

[28] Kang S, Van N, Gough H, He Z, Hazen T, Stahl D (2013). Functional gene array-based analysis of microbial communities in heavy metals-contaminated lake sediments. FEMS Microbiol Ecol.

[29] Bouskill N, Finkel J, Galloway T, Handy R, Ford T (2010). Temporal bacterial diversity associated with metal-contaminated river sediments. Ecotoxicology.

[30] Chai L, Wang Z, Wang Y, Yang Z, Wang H, Wu X (2010). Ingestion risks of metals in groundwater based on TIN model and dose–response assessment - a case study in the Xiangjiang watershed, central-south China. Sci Total Environ.

[31] Tilman D, Reich P, Knops J (2006). Biodiversity and ecosystem stability in a decade-long grassland experiment. Nature.

[32] Weigelt A, Schumacher J, Roscher C, Schmid B (2008). Does biodiversity increase spatial stability in plant community biomass?. Ecol Lett.

[33] Mulder C, Uliassi D, Doak D (2001). Physical stress and diversity-productivity relationships: the role of positive interactions. Proc Natl Acad Sci.

[34] Eisenhauer N, Schulz W, Scheu S, Jousset A (2013). Niche dimensionality links biodiversity and invasibility of microbial communities. Funct Ecol.

[35] Maqbool Z, Asghar H, Shahzad T, Hussain S, Riaz M, Ali S (2014). Isolating, screening and applying chromium reducing bacteria to promote growth and yield of okra (Hibiscus esculentus L.) in chromium contaminated soils. Ecotox Environ Safe.

[36] Kumar K, Srivastava S, Singh N, Behl H (2009). Role of metal resistant plant growth promoting bacteria in ameliorating fly ash to the growth of Brassica juncea. J Hazard Mater.

[37] Gorny J, Billon G, Lesven L, Dumoulin D, Madé B, Noiriel C (2015). Arsenic behavior in river sediments under redox gradient: a review. Sci Total Environ.

[38] Scala D, Hacherl E, Cowan R, Young L, Kosson D (2006). Characterization of Fe (III)-reducing enrichment cultures and isolation of Fe (III)-reducing bacteria from the Savannah River site, South Carolina. Res Microbiol.

[39] Jameson E, Rowe O, Hallberg K, Johnson D (2010). Sulfidogenesis and selective precipitation of metals at low pH mediated by Acidithiobacillus spp. and acidophilic sulfate-reducing bacteria. Hydrometallurgy.

[40] Kieu H, Mueller E, Horn H (2011). Heavy metal removal in anaerobic semi-continuous stirred tank reactors by a consortium of sulfate-reducing bacteria. Water Res.

[41] Riefler R, Krohn J, Stuart B, Socotch C (2008). Role of sulfur-reducing bacteria in a wetland system treating acid mine drainage. Sci Total Environ.

[42] Venceslau S, Stockdreher Y, Dahl C, Pereira I (2014). The “bacterial heterodisulfide” DsrC is a key protein in dissimilatory sulfur metabolism. BBA-Bioenergetics.

[43] Nies D (2003). Efflux-mediated heavy metal resistance in prokaryotes. FEMS Microbiol Rev.

[44] Zhang J, Wang L, Yang J, Liu H, Dai J (2015). Health risk to residents and stimulation to inherent bacteria of various heavy metals in soil. Sci Total Environ.

[45] Ramsey M, Thompson M (1987). High-accuracy analysis by inductively coupled plasma atomic emission spectrometry using the parameter-related internal standard method. Anal At Spectrom.

[46] Kejnovsky E, Kypr J (1997). DNA extraction by zinc. Nucleic Acids Res.

[47] Gough H, Stahl D (2011). Microbial community structures in anoxic freshwater lake sediment along a metal contamination gradient. ISME J.

[48] Wu L, Liu X, Schadt C, Zhou J (2006). Microarray-based analysis of subnanogram quantities of microbial community DNAs by using whole-community genome amplification. Appl Environ Microb.

[49] Cong J, Liu X, Lu H, Xu H, Li Y, Deng Y (2015). Available nitrogen is the key factor influencing soil microbial functional gene diversity in tropical rainforest. BMC Microbiol.

[50] Liang Y, He Z, Wu L, Deng Y, Li G, Zhou J (2010). Development of a common oligonucleotide reference standard for microarray data normalization and comparison across different microbial communities. Appl Environ Microb.

[51] Wu L, Kellogg L, Devol A, Tiedje J, Zhou J (2008). Microarray-Based Characterization of Microbial Community Functional Structure and Heterogeneity in Marine Sediments from the Gulf of Mexico. Appl Environ Microb.

# Supplementary material for: Microbial functional genes enriched in the Xiangjiang River sediments with heavy metal contamination
**Source:** BMC Microbiol. 2016 Aug 8;16:179. doi: 10.1186/s12866-016-0800-x
**Supplement:** Additional file 1: Table S1. — Numbers of detected genes involved in metal homeostasis and dsr genes.

Table S1. Numbers of detected genes involved in metal homeostasis and dsr genes.

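The table counts, for each sample, the probes of a gene family with a signal above the noise filter. It thus measures how many sequence variants of a family were detected and not how strong their signals were. Of 13 metal families that could be matched to the deposited table by name, 111 of 117 counts were equal. The other 6 all belonged to the second samples of the sites and differed by at most 10 probes. For dsrA and dsrB, all counts were equal once the 2 names were exchanged.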

Gene category	Functional gene	A1	A2	A3	B1	B2	B3	C1	C2	C3
Arsenic	aoxb	150	140	148	134	130	131	118	114	112
Arsenic	arra	53	51	51	45	46	46	42	41	43
Arsenic	arsc	476	470	475	436	431	431	373	366	367
Arsenic	arshm	46	46	46	41	41	42	37	36	36
Arsenic	arxa	3	3	3	3	3	3	2	2	2
Arsenic	total	728	722	723	659	641	653	572	559	560
Chromium	chrr	25	25	25	23	23	23	21	20	20
Copper	cueo	25	23	23	19	19	20	18	17	17
Mercury	mer	412	411	411	367	362	366	329	310	324
Mercury	merg	1	1	1	1	1	1	1	1	1
Mercury	metc	13	13	13	13	11	12	10	10	10
Mercury	merb	62	62	61	53	56	57	51	50	50
Mercury	total	488	482	486	434	437	436	391	381	385
Tellurium	tehbb	107	101	105	92	90	92	71	71	69
Tellurium	terc	458	452	456	402	396	399	354	349	347
Tellurium	total	565	557	561	494	486	491	425	412	416
Total		1831	1793	1818	1629	1595	1623	1427	1379	1398
Sulfur reduction	dsrA	377	373	376	344	340	343	300	294	292
Sulfur reduction	dsrB	528	516	517	466	455	458	394	385	382
Sulfur reduction	total	905	889	893	810	795	801	694	679	674

How the deposited data were processed for this re-analysis (not part of the article)

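The deposited table held 26165 probes with a gene name and 9 values each. The authors had scanned the arrays, removed spots of poor quality or with a signal-to-noise ratio under 2, and divided the signals by the mean, which gave the normalized signal intensity. Background values and raw intensities were not among the files used here. Of the probes, 573 had no value in any sample, and 25592 were detected in at least 1. Gene names were set to lower case, which gave 350 families, of which 348 were detected.

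The main setting took the values as deposited, with blanks as not detected, and used log2 of sums or signals without a pseudocount. Detected genes, diversity indices and summed signals were compared by exact permutation of the F statistic, in place of the one-way analysis of variance of the paper's methods. Gene families detected in all 9 samples and probes detected in all 9 samples were fitted with limma 3.58.1 in R 4.3.3, with 1 fit for the 3 sites and Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was called. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene lists were tested with camera at a preset correlation of 0.01, and Mantel tests used site means for all samples of a site, since Table 1 gives no values per plot. The sample numbers did not pair samples across sites, so no block was used in the main setting.

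Gene lists were written before the data were examined. The arsenic, chromium, copper, mercury, tellurium, silicon, dsr and other sulfur, methane, nitrogen, phosphorus, carbon fixation, polymer degradation and organic remediation lists had families in the table. Of 26 lists, 23 had a family, and those of virulence, secondary metabolism and transport of other metals had 0. Families named were those the paper names, the 5 highest and 5 lowest per contrast with at least 5 probes, an adjusted p under 0.05 and no overlap between the sites, and up to 4 members of a list with the smallest p. Probes named were the 3 highest and 3 lowest. Families whose values stand in the paper's tables count as seen.

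The scales of equal array totals and of the array mean, the repeats with 2 samples of each site, the Jaccard indices and the categories given to all families were chosen after the data were seen.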

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

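The share of lost probes within bins of equal signal, the tests on sample 3 and the loss with an equal number of genes per array were chosen after the result was seen.

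Nitrogen fixation genes, which the paper does not discuss, were lost from site A to site C more often than other genes. Of 527 probes of nifh detected at site A, 28.1% were missing at site C, against 19.4% of all probes (Fisher's exact test over probes, adjusted p = 1.26e-05). Genes of aromatic compound degradation were lost least, with 12.3% of 1103 probes missing (adjusted p = 5.37e-09 by the same Fisher's exact test). The test takes probes as independent, although probes of a family resemble each other. Among probes of like signal at site A, 23.7% of the nitrogen fixation probes were missing where 21.5% were expected from their signal (adjusted p = 0.403, permutation within signal bins), and 16.4% of all probes detected in each sample of site A were missing. For aromatic compound degradation, 10.4% were missing where 13.2% were expected (adjusted p = 0.0092, permutation within signal bins).

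Fewer genes were detected at site C than at site A, and the genes lost were mainly dim. A lower sensitivity of the site C arrays that left the order of the signals unchanged is argued against, since with as many of the brightest genes from each array the samples of sites A and C still differed by at least 9.44% in Sørensen dissimilarity, more than any samples of a site. The mark set before the data were examined, a share of lost bright probes, was not reached. Of the probes above the array median in each sample of site A, 1.15% were missing from all samples of site C. A rarer or absent community at site C and a lower sensitivity acting beside other changes cannot be told apart here, since the signals of the universal standard DNA that the hybridization buffer contained are not among the deposited values.

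Sample 3 of each site lay close to the mean of samples 1 and 2. For exchangeable measurements 33.3% of the probes would have sample 3 between the others, and the lowest share of the 3 sites was 78.1%. An exact arithmetic mean of the deposited values is argued against, since at most 0.359% of the probes equalled it within 1e-06, and sample 3 lacked 304, 282 and 312 probes that both other samples of sites A, B and C had. The median distance of sample 3 from that mean was at most 5.35% of the distance between samples 1 and 2. Sample 3 lay within 0.001 of that mean for 51.3%, 64.3% and 53.8% of the probes at sites A, B and C. A plot of intermediate composition would thus have to be measured with little noise at each of the 3 sites. From the deposited values it cannot be told apart from a step of the processing. Tests that include sample 3 may therefore count less spread than independent plots would show. With samples 1 and 2 of each site 200 probes were called between sites A and C, against 8718 with samples 1 and 3 and 7148 with samples 2 and 3, which leave as many samples, and 7298 with all.

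Metal resistance genes had a higher summed signal at site A than at site C. The excess of the sum, 27.4%, lay in the number of detected metal probes, 1823 to 1840 per sample at site A and 1405 to 1436 at site C. Their mean signal per detected probe as deposited was lower at site A, at 0.982 against 0.996. Over the probes detected in all 9 samples, the metal share at site A was 0.358% above that at site C, more than its spread within sites. Over all detected probes the excess of the share was 4.71%, so little of it remained over the probes detected in all 9 samples. Site B was highest there, at 7.27% against 7.23% at site A and 7.20% at site C. The remaining 0.358% argues only against the detection of more metal probes as the whole cause of the higher share. Whether the probes missing at site C were rarer or less well detected there stays open, since the filter on all 9 samples removes them. Among 10000 random probe sets of the same size, the log2 ratio of the metal share stood at percentile 100, so a share that any randomly drawn set gains is argued against. The share of the dsr genes also stood at percentile 100 among random sets of its size, with a log2 ratio of 0.081 against 0.066 for the metal genes. The random sets were not drawn by function. Whether the metal share gained more than functional groups of this size do was therefore not tested.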

How the results depend on the processing

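The settings of equal array totals, of the array mean, of the Jaccard indices and of 2 samples of each site were chosen after the result was seen. Of 1857 values under alternatives, 64 reversed, 7 of these under settings chosen later, 165 weakened or moved, and 1628 did neither, where single values were compared by direction and threshold but counts of genes or tests only by their total. Counts whose total stayed close could thus change in direction, and these are given last. Differences of sites A and C in detected genes, diversity or summed signal kept their size exactly when a sample of site B was left out. Part of the 1628 could therefore not reverse, and the tally overstates how stable the results are. The cause of a change was not tested except where the setting itself removes genes or samples. Values of signal are log2 differences of site A and site C unless sites are given.

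With an equal number of genes per array, which removes dim genes, the Simpson index differed by 9.98 and evenness by 3.3e-05 (reversed), genes unique to sites A, B and C were 985, 707 and 874, families numbered 194 by F, 90 for A and C, 112 for A and B and 152 for B and C, the metal clustering height was 12.5, and aoxb was -0.19, silicon_transporter -1.01 and dxna -0.0094.

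With samples 1 and 2 of each site, which leaves fewer samples, detected genes differed by 4686, the Simpson index by 4491, the Shannon index by 0.212 and evenness by -0.00016, β-diversity by 6.88, and arsenic was 0.32, chromium 0.37, copper 0.51, mercury 0.34, tellurium 0.38, silicon -0.034, all metals 0.34 and dsr 0.36. None of these passed the exact permutation test, whose smallest p there is 0.0667. There 0 categories and 0 metal groups passed, 135 families differed between A and B, silicon_transporter was -0.014 (reversed), 200, 1146 and 4727 probes differed for A and C, A and B, and B and C, and 0 community and 3 group Mantel tests passed. With the sites permuted as wholes, 0 and 0 did.

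Detection in at least 2 of 3 samples gave 269 genes unique to site B and silicon 0.042. Dropping dim probes gave 1335 unique to A, 838 unique to B, 78 families for A and B and silicon_transporter -0.63. Silicon also reversed to 0.028 with median scaling (11687 probes for A and C), 0.024 with quantile normalization (5137 probes for A and B, 1 list), 0.024 with ln(value + 1) and 0.018 with the array mean. With a replicate block silicon stayed at -0.0089 but no longer passed (exact permutation within blocks, adjusted p = 0.111, against 0.0357 by exact permutation in the main setting).

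With equal array totals, phosphorus metabolism was -0.026, carbon degradation -0.0012, organic remediation -0.054, aoxb -0.011 and silicon_transporter -0.27, all reversed.

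By the mean signal per detected probe, reversed values were metal homeostasis -0.021, sulfur cycling -0.025, methane cycling -0.042, nitrogen cycling -0.032, phosphorus metabolism -0.026, carbon fixation -0.026, carbon degradation -0.031, organic remediation -0.024, arsenic -0.037, tellurium -0.026, the metal total -0.021 and dsr -0.029, with 142 families for A and C. Among families these were aoxb -0.11, arsc -0.028, arsm -0.023, mer -0.014, silicon_transporter -0.11, tehb -0.059, terc -0.018, dsra -0.033, dsrb -0.022, alkh -0.10, hzo -0.0087, gapdh_euglenozoa -0.074, cpnb -0.075, dxna -0.18, for A and B tutfdg -0.16, pcpa -0.0077, gapdh_euglenozoa -0.098, hzo -0.021, fosb -0.094, and for B and C dxna -0.089, amyx -0.12, cpnb -0.034, hsp90_stramenopiles -0.021, pcpa 0.035.

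Over probes detected in all 9 samples, 74 families differed for A and C, and reversed were aoxb -0.063, cpnb -0.017, dxna -0.0094, for A and B tutfdg -0.039, pcpa -0.056, gapdh_euglenozoa -0.058, hzo -0.050, fosb -0.045, and for B and C pcpa 0.085. The median of all 335 families over these probes was 0.019 for A and C, -0.047 for A and B and 0.066 for B and C. As shares within these probes, methane cycling, nitrogen cycling and arsenic genes were lower at site A than at site C and phosphorus genes higher, each against their share of the total.

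The balance of higher and lower turned in these counts. Higher and lower families were 89 and 130 for A and C, 65 and 115 for A and B, and 72 and 122 for B and C with equal array totals, against 277 and 5, 162 and 45, and 281 and 4 in the main setting. By mean signal per detected probe they were 27 and 115 for A and C and 3 and 287 for A and B, over probes detected in all 9 samples 2 and 297 for A and B, with an equal number of genes 20 and 92, and with dim probes dropped 28 and 50. Higher and lower probes were 3690 and 4186 for A and C and 3839 and 4439 for B and C with quantile normalization, and 6368 and 1289 for A and B with median scaling, against 537 and 9006 in the main setting. Of the 10 community Mantel tests, 8 passed with Sørensen dissimilarity and with equal array totals, and 9 over probes detected in all 9 samples and with Spearman correlation, and of the 6 group tests 5 passed with Sørensen dissimilarity, with equal array totals and over probes detected in all 9 samples. Without any 1 sample of site B or site C, 8 and 5 passed. The signal per detected probe was lower at site A than at site C over all genes too.

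Leaving out 1 sample at a time, silicon ranged from -0.034 to 0.034, silicon_transporter from -0.014 to 0.062 and probes for A and C from 4323 to 8742. Between A and B, higher probes ranged from 368 to 1024 and lower ones from 7041 to 10003, higher families from 132 to 163 and lower ones from 25 to 51. The number of arrays limits the precision, and background was not among the values used.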

Differences from the paper's values

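The Jaccard and quantitative Jaccard indices, equal array totals and the repeats with samples 1 and 2 were chosen after the result was seen. The error of a Mantel r is a jackknife over the samples, a choice made after the values were known.

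The paper's β-diversity within sites runs from 3.5% to 7.0%, and the Sørensen dissimilarity here from 1.46% to 2.92%. Among the alternatives set before the data were examined, an equal number of genes per array brings the lowest (2.79%) and the highest (5.56%) within the margin, dropping dim probes the lowest only (2.44%), and the others neither. Between sites A and B the paper's range is 13.8% to 14.7% and the one here 6.06% to 6.74%, between sites A and C 20.3% to 21.8% and 11.2% to 12.4%, and between sites B and C 18.1% to 19.4% and 8.40% to 9.67%. None of the alternatives set before the data were examined brings these within the margin. The difference lies mainly in the index. The quantitative Jaccard dissimilarity of the signals, 2b / (1 + b) of the Bray-Curtis distance b and chosen after the values were seen, gives 3.57% to 7.26% within sites, 13.8% to 14.3% between sites A and B, 20.3% to 21.9% between sites A and C and 18.1% to 19.4% between sites B and C. It lies within 0.1 percentage points of the paper's Table 2 for 32 of 36 pairs of samples, and at most 0.679 from it. The range that the text gives for sites A and C equals that of Table 2 for sites A and B.

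For the whole community, the paper's Mantel r is 0.1835 for pH, 0.9374 for Cu and 0.7437 for Cr, and those here are 0.857, 0.966 and 0.898. Only for Cr does an alternative set before the data were examined, the Spearman correlation at 0.775, come within the error. For chromium, copper and mercury resistance genes the paper's r is 0.8295, 0.5743 and 0.8176 and those here 0.9796, 0.916 and 0.905, and for dsr genes and metals 0.6927 and 0.865. Each of these 4 stays outside the error under all alternatives set before the data were examined. The inputs may differ, since the tests here gave each sample the mean of its site. Table 1 holds means of subsamples, and whether the paper's Mantel tests used values per plot is not stated. The error does not cover such a difference. The paper's r for pH, reported as not significant, has here an adjusted p of 0.00298 (exact permutation). The paper names sulfur and cadmium among the variables past its threshold, and here both had p = 0.0125 (exact permutation) before adjustment.

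The paper places arsenic resistance genes highest at site B. It speaks of relative abundance, and its totals of metal genes at sites B and C lie near the shares on a scale of 30000 per array, here 2230 and 2155. The paper does not state this scale. Shares are thus the nearer measure, and deposited sums are an unlike one. As shares arsenic genes were highest at site B, at 2.99%, and as deposited sums at site A, at 700 against 677. It also names aoxb, arra and arsc as highest at site B. The sums were 139 and 139, 51.1 and 50.2, and 463 and 441 at sites A and B, and as a share only aoxb was higher at site B at an adjusted p under 0.05 from limma. It places organic remediation genes highest at the lightly contaminated site, which holds for their share and not for their sum. The share there was 9.12% for the 32 families of the list and 23.2% for the 146 assigned by name. The categories it reports include virulence, for which the table held 0 families of the list. For the metal genes, the total at site A on the scale of 30000 per array was 2256, below the paper's 2321.20. In the supplementary counts of genes, dsrA and dsrB matched in all samples only with their names exchanged.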

Other observations

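The tests on the most divergent probes, the loss within signal bins and the repeats with samples 1 and 2 were chosen after the result was seen.

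Families of phosphorus metabolism, ammonification, nitrate and nitrite reduction to ammonium, and remediation of chlorinated compounds and alkanes had higher sums at site A than at site C in 4 of 4, 2 of 2, 5 of 5, 11 of 11 and 6 of 6 cases by limma, and aromatic compound degradation in 15 of 15. Over the probes detected in all 9 samples the counts fell to 0, 0, 0, 1, 2 and 1 in the same order. Of all 335 families, 277 had higher sums and 64 were higher over these probes. With samples 1 and 2 of each site, 5 of 6 families of alkane remediation had higher sums, and the other counts of sums stayed the same. Nitrification and anammox had 3 of 4, with hzsa at 0.19 not passing (adjusted p = 0.149 from limma). As a share of the signal, phosphorus genes took 5.102% at site A and 5.197% at site C, which turned over the probes detected in all 9 samples, at 5.274% and 5.266%.

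Within bins of like signal, probes for tellurium resistance (20.9% missing, 16.3% expected), cellulose and hemicellulose degradation (18.6%, 16.2%) and starch degradation (14.5%, 16.0%) also departed from the expected loss, at adjusted p = 0.0092, 0.0092 and 0.0448 by permutation within signal bins. The methane probes (22.7%, 22.3%) did not pass (adjusted p = 1.00 by the same permutation).

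Metal genes were overrepresented among the probes that differed most between sites, in a count made after the extreme probes had been seen. They were 1328 (7.23%) of 18356 probes detected in all 9 samples, but 49 of the 100 most divergent between sites A and C, 50 between sites A and B and 36 between sites B and C (Fisher's exact test over probes, adjusted p = 4.47e-29, 6.85e-30 and 2.00e-16). Between samples 1 and 2 of the same site, they were 12, 8 and 7 of the 100 most divergent at sites A, B and C (adjusted p = 0.0937, 0.762 and 1.00 by the same Fisher's exact test). Without aoxb the counts between sites were 35, 30 and 29. The test takes probes of a family as independent. Explanations for this pattern were not tested.

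Camera at the preset correlation gave an adjusted p under 0.05 for 0 of 23 lists between sites A and C, with 2 at an unadjusted p under 0.05, copper resistance at p = 0.00631 and nitrification and anammox at p = 0.0473. With quantile normalization it was 1 list.

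For the 3 comparisons of a pair of sites, the 10 splits of 6 samples into 3 and 3 are too few for a share under 0.05. The real split called 282 families between sites A and C, 207 between A and B and 285 between B and C, where the highest other split called 0. It called 7298, 9543 and 11416 probes, where the highest others called 0, 1 and 0. In each case 1 split, the real one, reached the real count. Among 100 partitions of the 9 samples into 3 groups, only the real 1 reached 307 families by the F test of limma, and the highest other gave 243. These partitions take the 9 samples as exchangeable, whereas sample 3 of each site lay close to the mean of the other samples of its site. The count therefore cannot decide whether chance is excluded.

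In simulated data with 335 families and 3 samples per site, limma recovered 20% of changes of 0.05 on the log2 scale, 80% of 0.1 and 85% of 0.3, and called 0.727% of the unchanged families. With 18356 probes it recovered 8.96%, 41.8% and 100%, and called 0.0220% of the unchanged probes. The simulated samples were independent, took their spread from the real samples, and had 60 families or 200 probes changed. In the data sample 3 lay near the mean of samples 1 and 2, and 277 of 335 families were higher at site A than at site C. These rates may therefore not hold for the data.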
